# A single-cell sequence analysis of mouse subcutaneous white adipose tissue reveals dynamic changes during weaning

**DOI:** 10.1038/s42003-024-06448-3

**Published:** 2024-06-29

**Authors:** Shuwen Qian, Chenyang Zhang, Yan Tang, Mengyuan Dai, Zhihui He, Hong Ma, Linyuan Wang, Qiqi Yang, Yang Liu, Wei Xu, Zhao Zhang, Qi-qun Tang

**Keywords:** Differentiation, Obesity

## Abstract

Adipose tissue development begins in the fetal period, and continues to expand after birth. Dysregulation of adipose tissue during weaning may predispose individuals to lifelong metabolic disorders. However, the developmental remodeling of adipose tissue during weaning remains largely unexplored. Here we comprehensively compare the changes in mouse subcutaneous white adipose tissue from 7 days after birth to 7 days after weaning using single-cell RNA sequencing along with other molecular and histologic assays. We characterize the developmental trajectory of preadipocytes and indicate the commitment of preadipocytes with beige potential during weaning. Meanwhile, we find immune cells unique to weaning period, whose expression of extracellular matrix proteins implies potential regulation on preadipocyte. Finally, the strongest cell-cell interaction during weaning determined by the TGFβ ligand-receptor pairs is between preadipocytes and endotheliocytes. Our results provide a detailed and unbiased cellular landscape and offer insights into the potential regulation of adipose tissue remodeling during weaning.

## Abstract (web summary)

A single-cell sequence on mouse subcutaneous white adipose tissue analyses the dynamics of preadipocytes and immune cells populations in early life time and suggests potential changes involved in the beige-like remodeling during weaning.

## Introduction

White adipose tissue (WAT) is critical for maintaining energy homeostasis. White adipose development begins in the fetal stage, and it continues to expand after birth. Studies of human cohorts show that children and adolescents with obesity have a higher risk of developing metabolic disorders in adulthood^1–3^, suggesting that the normal development of adipose tissue in early life is crucial to metabolic homeostasis in adulthood. Human and experimental animal studies show that maternal nutrient challenges and stress during pregnancy and the postnatal period influence fat mass and leptin levels and even affect vulnerability to a high-fat diet later in life^4–6^, which also indicates that environmental insults during the critical period of developmental plasticity can elicit lifelong disabilities.

In addition to the perinatal period, weaning time seems to be another crucial period. Early in 1979, a study was performed to determine the adipocyte size in obese and nonobese human subjects ranging in age from 4 months to 19 years. The results showed that shortly after 1 year of age, the individual adipocyte size had decreased in the nonobese group, indicating a process of remodeling. However, adipocytes in the obese group continued increasing in size^7^. Notably, this important time point is around the weaning stage. Thus, remodeling during weaning seems to be crucial for body weight gain in later life. Observations in rodents also show high remodeling during weaning, as evidenced by the characteristic browning feature of subcutaneous adipose tissue^8–10^. We previously found that mice with adipose-specific knockout of BMPR2 died during weaning, although they appeared normal in the first two postnatal weeks^11^. Therefore, evidence in both humans and rodents supports that weaning time is a critical period when genetic and environmental influences can have lifelong effects.

WAT contains heterogenic cells, including adipocytes, immune cells, endotheliocytes, nerves, and progenitors. These cells are plastic and responsible for remodeling not only during development but also throughout adulthood for adaptation to environmental cues such as nutrition and temperature alterations^12^. Adipogenic progenitors give rise to functional mature adipocytes. Adipocytes with special functions, e.g., brown adipose activity, can be derived from specific progenitors^13,14^. A large number of studies have been carried out to determine what defines progenitors. Researchers have identified some molecules as markers of progenitors, such as *CD29*^15^, *DPP4*^16–18^, *Znf423*^19^, and *Pdgfra/b*^20–23^. Nonetheless, it seems difficult to identify the exact developmental stage and trajectory based on these data because these markers are studied separately by individual groups. More studies of comprehensive comparisons among those progenitor markers are needed.

Immune cells account for a great proportion of cells in WAT. A growing body of work is revealing the important role of immune cells, mostly focusing on how macrophages and T cells regulate metabolic homeostasis and disorders of adipose tissue, such as obesity^24,25^. Other studies have shown that type 2 immune responses involving type 2 innate lymphoid cells (ILC2s) and M2 macrophages regulate the beiging of WAT^26,27^. Considering the crosstalk between immune cells and adipocytes, immune cells undoubtedly contribute to adipocyte development and function. However, there have been few studies focusing on how immune cells are remodeled in developing adipose tissue.

Bone morphogenic protein (BMP) signaling plays very important roles in adipose tissue development^12^. With respect to the role of BMP in mesodermal formation^28^, BMP signaling definitely regulates the development of adipose tissue during the embryonic stage. We and other researchers have found that BMP signaling also regulates the metabolism of WAT in adulthood^29–32^. Our analysis of the *Bmpr2* knockout mouse phenotype revealed that *Bmpr2* knockout rendered adipocytes susceptible to inflammatory factor-induced death during weaning^11^, which indicates the important role of BMP signaling in normal remodeling in this period. BMPs are secreted peptides and serve as ligands that bind to type I and type II receptors on the cell surface and then activate the downstream p38/MAPK or Smad pathways. Since there are >30 secreted ligands, seven type I receptors, and five type II receptors, the binding of BMP ligands and receptors may link the communications between multiple types of cells in WAT^33–35^.

Considering the potential remodeling of WAT in weaning and its important role in metabolic homeostasis, in the present study, we comprehensively compared the changes in adipose tissue from 1 week (7 d) to 4 weeks (28 d) postnatally, including histological phenotyping and gene expression analysis using histologic methods and RNA sequencing. Moreover, to analyze the different cell groups and how their amount and function vary along with developmental time, we performed single-cell RNA sequencing. Basically, the metabolic activity is higher at the weaning stage than at an earlier time point (postnatal day 7); however, some immunoreactive processes, such as those involving NKT and T helper cells, are lower than those at a later time (postnatal day 28). We also found a cluster of preadipocytes with the potential to differentiate into thermogenic adipocytes during weaning. T cells and B cells specific to weaning characteristically express extracellular matrix (ECM). We further anticipated potential cell-cell communication based on the expression of ligands and receptors and found that the closest interaction was between preadipocytes and endotheliocytes, which was most prominent at weaning if determined by *Bmps*/*Tgfbs* and receptors. These results help to comprehensively elucidate the multiple biological processes occurring in the different types of cells during early life, especially weaning, and may attract attention to the crucially important period for intervening in metabolic disorders.

## Results

### Subcutaneous adipose tissue is remodeled at the weaning stage

The death of *Bmpr2* knockout mice during preweaning indicates particular remodeling during this period^11^. Therefore, we first observed the histological changes in subcutaneous (inguinal) adipose tissue (iWAT) from postnatal day 7 (7 d) to day 28 (28 d). Postnatal day 21 (21 d) is the weaning point. We designated postnatal day 7 as infancy and postnatal day 28 as the juvenile stage according to physiological characteristics and sexual maturity. At 7 d, adipocytes exhibited typical morphological characteristics with one large lipid droplet filled, and then both the size of the cell and the lipid droplet increased at 14 days (14 d). However, at 21 d, adipocytes became more heterogeneous, with many multidroplet cells formed, which decreased at 28 d (Fig. 1a and Supplementary Fig. S1a). As adipocytes exhibited a multidroplet appearance, which is a phenotype of beige adipocytes, we then examined the expression of uncoupling protein 1 (UCP1), a protein that is indicative of thermogenesis. The immunohistochemistry (IHC) results showed a higher expression level of UCP1 at postnatal day 21. There was also some expression of UCP1 at 14 d and 28 d, but these levels were lower than those at 21 d. UCP1 was hardly detected at 7 d (Fig. 1b, c). The dynamic expression of UCP1 during development was further confirmed by western blotting (Fig. 1d). We further examined the expression of C/EBPβ (CCAAT/enhancer-binding protein beta), the key transcriptional regulator of adipogenic differentiation. The levels did not differ among the 4 time points, suggesting that adipocytes had already achieved adipogenic potential at 7 d postnatally. PPARγ (peroxisome proliferator-activated receptor gamma) is another key transcription factor for adipogenic differentiation. PPARγ was expressed at all four time points but was higher at and after 21 d of age. Because PPARγ also participates in other processes, such as mitochondrial biogenesis and lipid metabolism, the high level of PPARγ indicates active lipid metabolism and mitochondrial function. The expression of the lipases responsible for lipolysis, that is, adipose triglyceride lipase (ATGL) and phosphorylated and nonphosphorylated hormone sensitive lipase (HSL), gradually increased over the course of development time, reaching the highest level at 4 weeks. Acetyl-CoA carboxylase (ACC) is the key enzyme for fatty acid synthesis, and its expression level was highest at 21 d. Glucose transporter 4 (GLUT4) was most highly expressed at 14 d. As the degree of fatty acid saturation is related to the function of lipids, we determined the levels of three desaturating enzymes. Fatty acid desaturase 1 (FASD1) increased from early to later time points, while FADS2 did not change. The level of stearoyl-CoA desaturase 1 (SCD1) was extremely low at 7 d and was high at and after 14 d (Fig. 1d).

**Fig. 1:**
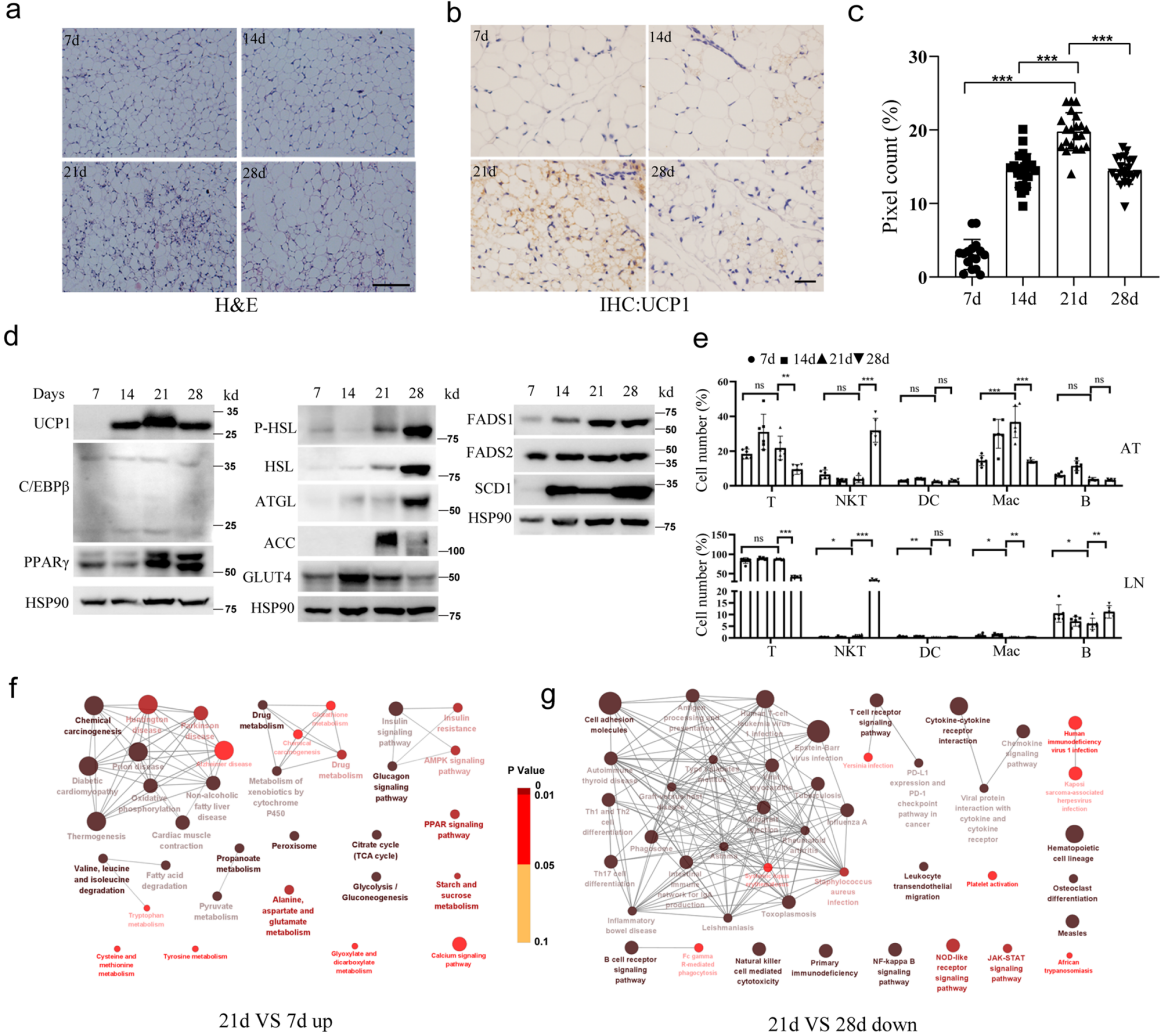
Phenotype and gene expression of mouse iWAT in early life. **a** H&E of iWAT collected from mice at different postnatal days. Scale bar, 100 μm. **b** IHC staining with anti-UCP1 antibody of iWAT. Scale bar, 20 μm. **c** Calculation and statics of UCP1 positive staining in **b** using image J with IHC plugin. Fields were from at least 3 individuals in each group with total number of 16–23. **d** Representative images of western blot of molecules expressed in iWAT at different postnatal days. **e** Cell number percentages of immune cells in CD45+ cells in iWAT excluding lymph node (LN) or LN by flowcytometry. **f**, **g** RNA-sequence of iWAT and differential expressed genes (|log2FoldChange|>1) were analyzed by KEGG and ClueGo to show the pathways (*p* value ≤ 0.05) and potential connections. Bar and error bar in **b** and **e** are mean and SD respectively. *P < 0.05, **P < 0.01, ***P < 0.005.

In addition to the main histological and molecular manifestations mostly related to adipocytes, we also examined the number of immune cells (Fig. 1e and Supplementary Fig. S1b). As the iWAT has an embedded lymph node (LN), we examined and calculated the cells from these two regions separately. There are many T cells and B cells in LNs. Among the CD45-positive immunocytes, the percentage of T cells was lowest at 28 d, but NKT cells, defined by NK1.1, were extremely highly abundant at this time point. The percentage of B cells in LNs was lowest at 21 d. Dendritic cells (DCs) and F4/80-positive macrophages (Macs) occupied a very small percentage in LNs, and their percentages at 21 d were lowest among their respective cell types. Adipose tissue (AT), excluding LNs, also has immune cells. There was a higher percentage of T cells at 21 d than at 28 d; however, the percentage of NKT cells was extremely high at 28 d. B cells did not change much at 7 d, 21 d, and 28 d, while the highest percentage of macrophages was found at 21 d.

The above data revealed the dynamics of metabolism and immunoactivity along with development during early life based on the expression of selected marker genes. To examine the alterations from a comprehensive perspective, we performed bulk RNA sequencing of iWAT at the four time points. After comparing the differentially expressed genes and performing KEGG analysis, we found that the expression of the genes responsible for energy metabolism, such as mitochondrial function, TCA cycle, insulin signaling and PPAR signaling, increased from 7 d (infancy period) to 21 d (weaning period) (Fig. 1f and Supplementary Fig. S1c), while the expression of genes associated with ECM action decreased (Supplementary Fig. S1e, f). Compared to the juvenile period (28 d), the weaning period (21 d) had lower levels of some immune reactions, such as T-cell differentiation and natural killer cell-mediated cytotoxicity (Fig. 1g and Supplementary Fig. S1d), but higher activity of drug metabolism by cytochrome P450 (Supplementary Fig. S1g, h).

### Single-cell RNA-seq reveals iWAT cell heterogeneity and dynamics in early life

Considering the apparent alterations in phenotype and gene expression in mouse iWAT during early life, we further performed single-cell RNA sequencing (scRNA-seq) to profile cells in an unbiased manner from iWAT. We collected iWAT from 7-, 14-, 18-, 21-, and 28-day-old mice and enzymatically disassociated the tissues into single cells. Stromal vascular cell fractions (SVFs) were separated from mature lipid-containing adipocytes by centrifugation and were subjected to scRNA-seq (Fig. 2a). 

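The SVF was prepared with collagenase VIII from male mice, and at each age 2 mice, 1 from each of 2 litters, were pooled into 1 droplet library. The inguinal lymph nodes were not intentionally removed. The authors mapped the reads to GRCm38 with Cell Ranger, counted unique molecular identifiers (UMIs) per gene and cell, removed doublets with Scrublet and left out cells with over 20% mitochondrial UMIs, under 200 genes or over 6000 genes. They deposited the counts of the remaining cells without normalization. The deposited matrix held 46684 cells and 31053 genes, with 15459 cells at 7 d, 5768 at 14 d, 6312 at 18 d, 11522 at 21 d and 7623 at 28 d. All of these cells passed the stated limits when these were applied again. The total was between 42690542 UMIs at 18 d and 128841585 UMIs at 7 d, and the median per cell was between 5015 UMIs at 18 d and 8136 UMIs at 21 d. Since each age was 1 library, a difference between ages was also a difference between libraries, and no test between ages was made. The intervals are 95% exact intervals (Clopper-Pearson for shares of cells, Poisson for sums of UMIs) and cover counting error only. Counts per cell were scaled to 10000, log transformed and reduced to 15 principal components of the 2000 most variable genes, and cells were clustered with the Louvain algorithm at resolution 0.5, the number of components and the resolution that the paper's methods give, without integration across libraries. A cluster was named after a cell type, written with the ending -like, when at least 3 markers of that type had a UMI in at least 25% of its cells and at least 2 times the level of the median cluster. The clusters of the authors were not used here. The level of a gene in a group of cells is the sum of its UMIs divided by all UMIs of those cells and scaled to 1000000 (CPM). Shares of cells with a UMI of a gene were taken after thinning each cell to 1000 UMIs, which left out shallower cells.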

We performed nonlinear reduction by uniform manifold approximation and projection (UMAP) and unsupervised clustering on the basis of transcript levels. 

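Clustering of all 46684 cells gave 28 clusters, and all but 3 of them were named after 1 of 10 cell types. They held 14827 preadipocyte-like, 17954 T-like, 6221 B-like, 1769 macrophage-like, 1512 DC-like, 1277 mural-like, 847 endothelial-like, 422 Schwann-like, 409 NK/NKT-like and 324 mast-like cells. A further 1122 cells lay in clusters without a name, which took 0.382, 1.37, 2.74, 1.29 and 8.68% of the cells at 7, 14, 18, 21 and 28 d. No cluster of all cells was led by neutrophil genes. When the immune-like cells were clustered again, 193 cells led by S100a9 and S100a8 formed their own cluster, and 192 of them were counted as macrophage-like before. The cells of a type did not lie in the same clusters at each age. Over 50% of the cells of 15 of the 28 clusters came from 1 library, and over 80% in 6 of them, and a cluster that comes mostly from 1 library may be that library and not a cell type.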

The clusters were annotated and classified into 11 cell types, including preadipocytes, T cells, B cells, macrophages, natural killer T cells (NKT cells), mural cells, endotheliocytes, schwann cells, dendritic cells (DCs), mast cells, and neutrophils (Fig. 2b). Cell type annotation was based on well-established markers, and representative differential expressed genes (DEGs) of each class are shown in Fig. 2c. 

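The median depth differed between cell classes, from 2590.0 UMIs in B-like cells to 17188 UMIs in preadipocyte-like cells at 21 d. A doublet score, the share of simulated doublets among the 20 nearest neighbours of a cell, was over 50% in 14.4% of the deposited cells, with 11.0% at 14 d and 19.0% at 28 d as the lowest and the highest library.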

Analysis of the frequency of cells in each class (Fig. 2d and Supplementary Fig. S2a) revealed that preadipocytes occupied a large percentage of all cells and that T cells were comparable to preadipocytes. 

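Preadipocyte-like cells made up 26.8% (95% CI 26.1 to 27.5), 38.0% (95% CI 36.7 to 39.2), 21.0% (95% CI 20.0 to 22.0), 49.5% (95% CI 48.6 to 50.5) and 19.2% (95% CI 18.3 to 20.1) of the cells at 7, 14, 18, 21 and 28 d. T-like cells made up 46.1% (95% CI 45.3 to 46.9), 32.1% (95% CI 30.9 to 33.4), 43.7% (95% CI 42.5 to 45.0), 30.6% (95% CI 29.8 to 31.5) and 35.3% (95% CI 34.2 to 36.4). T-like cells therefore outnumbered preadipocyte-like cells at 7, 18 and 28 d, and preadipocyte-like cells outnumbered T-like cells at 14 and 21 d. The B-like share was 7.17, 11.5, 22.8, 12.7 and 20.3%, the endothelial-like share 3.52, 1.13, 0.475, 0.321 and 2.24% and the mural-like share 5.46, 3.38, 1.66, 0.417 and 1.12% at the same ages. T-like cells lay mainly in clusters 4 and 5 at 7 d, in cluster 6 at 21 d and in clusters 3 and 7 at 14, 18 and 28 d, and B-like cells in cluster 16 at 7 d, in cluster 10 at 21 d and in cluster 2 at 14, 18 and 28 d.

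**Figure D1:**
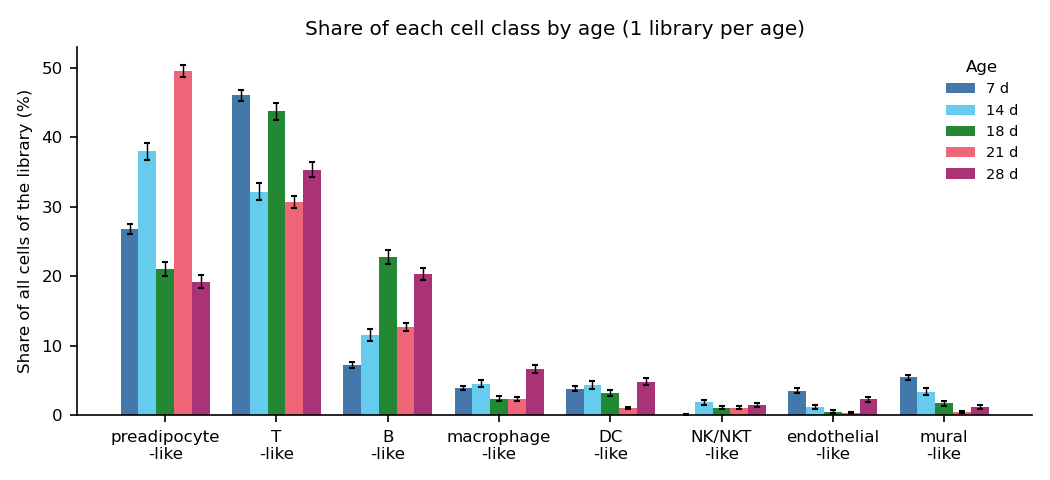
Share of each cell class among all cells of the library of each age, in percent, with bars for the 5 ages and error bars for the exact 95% interval of counting error. The preadipocyte-like bar is tallest at 21 d, at 49.5%, and the T-like bar at 7 d, at 46.1%.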

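The preadipocyte-like share at 21 d exceeded that of the next highest age, 14 d, by 11.6 percentage points (95% CI 10.0 to 13.1), and under the 5 alternatives in the processing the excess stayed between 10.7 points, without the cells that scored as doublets, and 12.6 points, under a stricter cell filter. Among cells that were not immune-like, which leaves out named cells of the lymph node, the preadipocyte-like share was 70.6, 84.4, 80.2, 95.5 and 60.8% at 7, 14, 18, 21 and 28 d, and 71.3, 87.0, 89.6, 98.0 and 83.8% when the cells in clusters without a name were also left out. Macrophage-like cells made up 3.87, 4.52, 2.38, 2.25 and 6.57% of all cells, so that 21 d lay -0.129 percentage points from the next lowest age, 18 d, a difference within the counting error (95% CI -0.613 to 0.333). The sign of this difference reversed under 3 of the alternatives, up to 0.291 points without the cells that scored as doublets. DC-like cells made up 3.80, 4.30, 3.18, 0.981 and 4.76%, and the difference between 21 d and the next lowest age was -2.20 points (95% CI -2.70 to -1.74). NK/NKT-like cells made up 0.0582, 1.84, 1.08, 1.03 and 1.40%, with the lowest share at 7 d, where the class held 9 cells. The NK cells of 7 d lay in a T-like cluster. When the immune-like cells were clustered again they formed a cluster of 223 cells, 221 of them from 7 d, and the NK/NKT-like shares of all cells became 1.46, 1.87, 1.05, 1.27 and 1.30%, with the lowest at 18 d.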

The percentage of preadipocytes reached the highest level during the weaning period (21 d); however, the percentages of macrophages, NKT cells and DCs were lowest at 21 d. The primary analysis of those heterogenic cell types showed that they are not constant in early life, indicating active remodeling of adipose tissue.

**Fig. 2:**
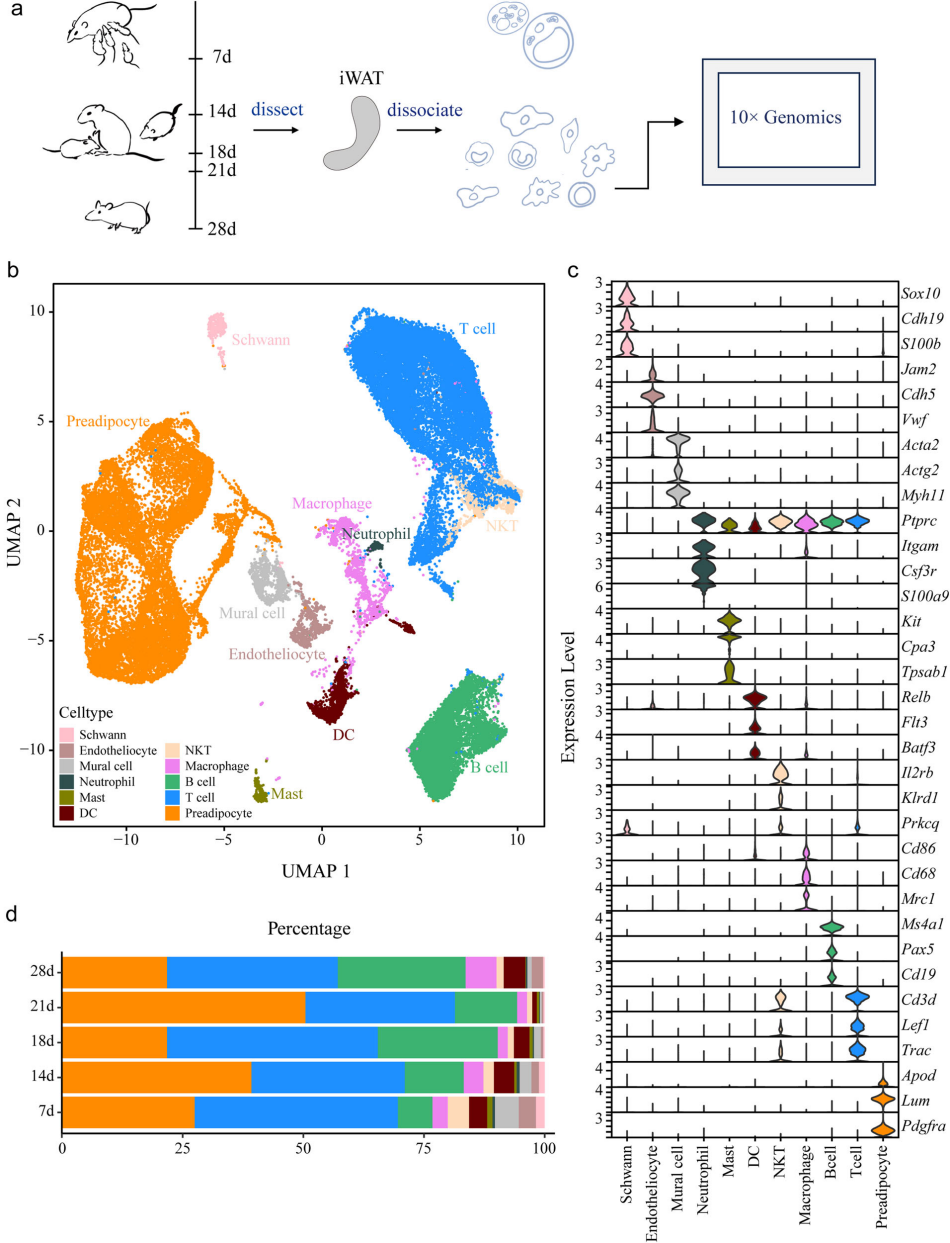
Cell type annotation of SVF cells in mouse iWAT. **a** Schematic workflow of Sc-RNA sequencing of iWAT. **b** Uniform manifold approximation and projection (UMAP) projection of clusters formed by 48,668 mouse stromal vascular cells in iWAT. **c** Expression of marker genes for each cell types. **d** Cell number percentages of different cell types.

### Clustering and reconstruction of the developmental trajectory of preadipocytes

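The 14827 preadipocyte-like cells were clustered again with newly chosen variable genes at resolution 1, since the paper's text does not name the resolution for the preadipocytes, and gave 20 sub-clusters, numbered from 0 by size. In 17 of them over 50% of the cells came from 1 library, and in 10 over 80%. The largest held 1517 cells and the smallest 164 cells. With a resolution of 0.5 the preadipocyte-like cells formed 12 sub-clusters.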

To more closely inspect the preadipocytes, we reclustered preadipocytes into 19 clusters designated Pa0-Pa18 (Fig. 3a) according to characteristic gene expression (Supplementary Fig. S3a and Supplementary Data 1). Cell counts decreased from Pa0 to Pa18 (Supplementary Fig. S3b). 

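The median number of genes per cell was highest in sub-cluster 15, at 4918, followed by 4615 in sub-cluster 19 and 4492 in sub-cluster 11, which were the 3 sub-clusters that carried at least 3 markers of cycling cells. Their median depths were 22381, 20698 and 19031 UMIs. The lowest median number of genes was 823 in sub-cluster 18, 196 cells with a median of 1790.5 UMIs that were led by noncoding and nuclear RNA genes and were given no name.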

Gene accounts were high in Pa17 and Pa18 (Supplementary Fig. S3b).

**Fig. 3:**
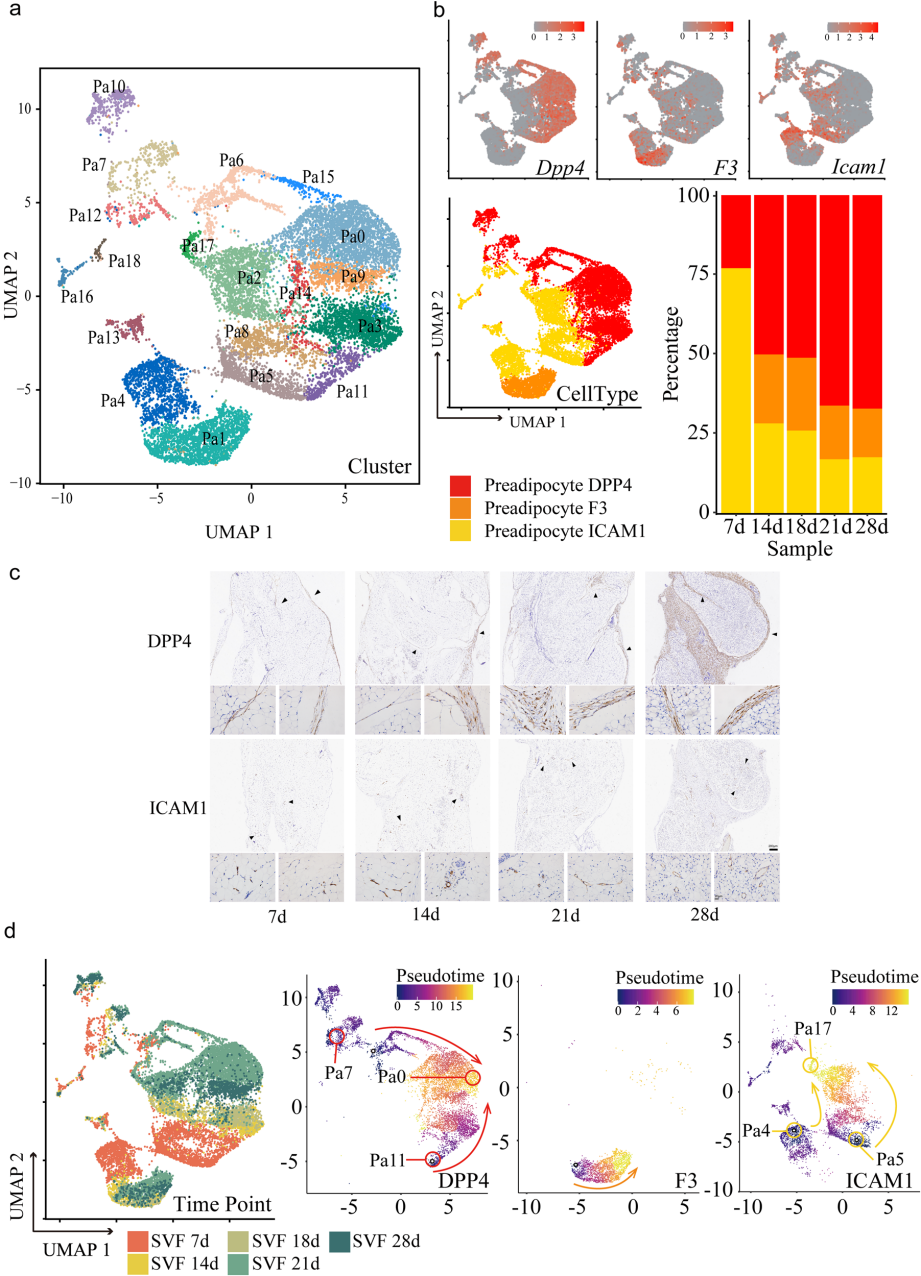
Clustering and developmental trajectory of preadipocytes. **a** UMAP projection of cluster Pa0-Pa18 formed by 1,6497 preadipocytes. **b** UMAP projection of clusters showing DPP4, ICAM1 and F3 expression, and cell number percentages of the three populations. **c** IHC of iWAT with DPP4 and ICAM1 antibody. Scale bar 200μm for zoom out, 20μ for zoom in. **d** UMAP projection of pradipocytes clusters with timepoints information.

Merrick D et al. profiled progenitor cells from the developing iWAT of 12-day-old mice by scRNA-seq and identified a developmental hierarchy from DPP4 (dipeptidyl peptidase–4)-expressing multipotent cells to either ICAM1 (intercellular adhesion molecule–1)-expressing committed preadipocytes or an adipogenic cell population marked by F3/CD142 expression^18^. In the present study, we collectively designated all clusters of preadipocytes as DPP4, F3 and ICAM1 preadipocytes according to their expression (Fig. 3b, Supplementary Fig. S3c). 

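A sub-cluster was named DPP4-like, ICAM1-like or F3-like when at least 3 markers of that subpopulation were enriched and no other list held more of its 10 leading genes. This gave 6 DPP4-like, 4 ICAM1-like and 2 F3-like sub-clusters, and 8 sub-clusters were left without a subpopulation name. On GRCm38, Dpp4 (ENSMUSG00000035000.8) lies on chromosome 2 from 62330073 to 62412231, Icam1 (ENSMUSG00000037405.8) lies on chromosome 9 from 21015985 to 21028817 and F3 (ENSMUSG00000028128.13) lies on chromosome 3 from 121723537 to 121735048. Dpp4 UMIs in DPP4-like cells came to 458, 497, 491, 416 and 457 CPM at 7, 14, 18, 21 and 28 d, against 115, 85.8, 75.2, 45.6 and 34.2 CPM in ICAM1-like cells. These genes belong to the lists that named the sub-clusters, so their levels there are not independent results. The ICAM1-like cells of 7 d lay mainly in sub-cluster 5, which was led by Ccl2, Cxcl2 and Cxcl1, and in sub-cluster 14, those of 14 and 18 d in sub-cluster 6, and those of 21 and 28 d in sub-cluster 3. The DPP4-like cells lay in sub-cluster 10 at 7 d, led in part by the hemoglobin genes Hbb-bs and Hba-a1, in sub-cluster 2 at 14 and 18 d, in sub-clusters 0 and 8 at 21 d and in sub-cluster 9 at 28 d.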

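Akr1c18 came to 1310.0, 1221, 1115, 1113 and 648 CPM in DPP4-like cells at 7, 14, 18, 21 and 28 d, against 115, 50.1, 16.5, 50.3 and 5.703 CPM in ICAM1-like cells. Averaged over the 5 libraries, Cd55 came to 384 CPM in DPP4-like, 94.3 CPM in ICAM1-like and 11.5 CPM in F3-like cells, and Anxa3 to 941, 121 and 30.0 CPM. Vcam1 came to 183 CPM in ICAM1-like, 42.3 CPM in DPP4-like and 77.3 CPM in F3-like cells, Fabp4 to 1753, 28.1 and 114 CPM, and Ggt5 to 116, 5.33 and 52.7 CPM. Fabp4 was uneven across ages in ICAM1-like cells, from 634 CPM at 7 d to 3547 CPM at 28 d. All 6 genes were markers used to name the sub-clusters. All means for F3-like cells over the 5 libraries give equal weight to the 7 d library, where the class held 19 cells with a median of 1069 UMIs.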

We verified the expression of some genes reported in Merrick D’s study, including *Akr1c18*, *Cd55*, and *Anxa3* in DPP4 subpopulation, as well as *Vcam1*, *Fabp4*, and *Ggt5* in ICAM1 subpopulation. In addition, we found some more genes enriched in each subpopulation, such as *Wnt2* and *Efhd1* expressed in DPP4 subpopulation, *Mgp*, *Mmp3*, and *Fmo2* in F3 subpopulation, and *Adam12* and *Prlr* in the ICAM1 subpopulation. 

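In DPP4-like cells Wnt2 came to 311, 219.6, 159, 196 and 246 CPM at 7, 14, 18, 21 and 28 d, and Efhd1 to 188, 300.04, 280.4, 219 and 233 CPM, while in F3-like cells their means over the 5 libraries were 24.3 and 2.30 CPM. Mgp, Mmp3 and Fmo2 came to 2974, 621 and 513 CPM in F3-like cells, and to 68.1, 336 and 37.8 CPM in ICAM1-like cells, as means over the 5 libraries, in which the 19 F3-like cells of 7 d were lowest for all 3 genes. Mmp3 in F3-like cells rose from 255 CPM at 14 d to 1301 CPM at 21 d. Adam12 came to 153 CPM in ICAM1-like and 19.4 CPM in F3-like cells. Prlr was not restricted to ICAM1-like cells, with 158 CPM there, 107 CPM in F3-like and 3.203 CPM in DPP4-like cells.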

To find out the dynamics of preadipocytes associated with weaning, we observed their alteration along the course of developmental time. We firstly examine the distributions of DPP4 and ICAM1 positive cells by staining with IHC method. DPP4 positive cells located in connective tissues outlining the whole adipose tissue or the lobes within. ICAM1 positive cells located in vascular structures that were more likely capillary at 7d and became typical tube-like at 28d (Fig. 3c). It was hard to quantitate the density of positive cells because they were not evenly distributed. Analysis of Sc-sequencing data showed iWAT from 21d- and 28 d-old mice had abundant DPP4 preadipocytes; however, that from 7-d-old mice had the highest percentage of ICAM1 preadipocytes (Fig. 3b). 

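DPP4-like cells made up 15.3% (95% CI 14.3 to 16.5), 37.1% (95% CI 35.1 to 39.1), 38.9% (95% CI 36.3 to 41.6), 43.5% (95% CI 42.2 to 44.8) and 51.6% (95% CI 49.0 to 54.2) of the preadipocyte-like cells at 7, 14, 18, 21 and 28 d. The share at 21 d exceeded the highest of 7, 14 and 18 d by 4.58 percentage points, and this excess ranged from 1.31 points with genes centred within each library to 11.7 points without the cells that scored as doublets. The 1.31 points are within the counting error, since with that centring the share at 14 d alone was 41.6% (95% CI 39.5 to 43.7). ICAM1-like cells made up 34.6% (95% CI 33.1 to 36.1), 27.1% (95% CI 25.3 to 29.0), 24.5% (95% CI 22.2 to 26.9), 18.1% (95% CI 17.1 to 19.1) and 14.4% (95% CI 12.7 to 16.3). The excess of 7 d over 14 d was 7.46 points, between 1.41 points without the cells that scored as doublets, which is within the counting error, and 17.6 points with 30 principal components. Sub-clusters without a subpopulation name held 49.6, 13.9, 13.7, 24.4 and 16.6% of the cells. At 7 d most of these cells lay in sub-cluster 1, with 1278 of 1336 cells from 7 d, which carried 5 of the 6 F3 markers but was led by Nr4a2, Gadd45b and Icam1. Of the cells with a subpopulation name, ICAM1-like cells were 68.6% at 7 d. This share was 45.2% with genes centred within each library and 44.5% with sub-clusters named from their enriched markers alone. The gene Icam1 came to 509, 48.2, 37.2, 69.7 and 71.8 CPM over all preadipocyte-like cells. After thinning, 30.2% (95% CI 28.8 to 31.7) of the preadipocyte-like cells of 7 d had an Icam1 UMI, against 70.4% without thinning, with 15 shallower cells left out. At 21 d the share was 5.73% (95% CI 5.14 to 6.37), against 32.5% without thinning, with 19 cells left out. No class was taken to lack Icam1, which was also higher at 7 d than at the other ages in T-like cells, with 129 CPM and 11.3% of thinned cells at 7 d and 33.6 CPM and 3.297% at 21 d.

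**Figure D2:**
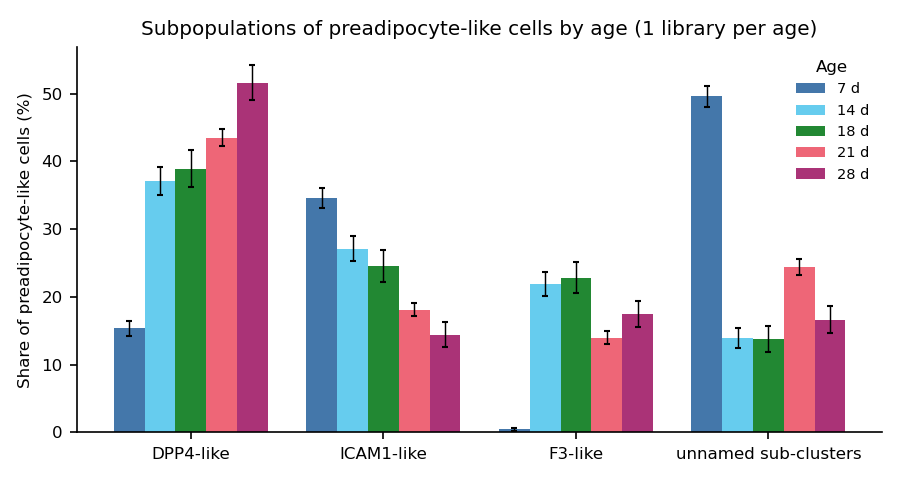
Share of the DPP4-like, ICAM1-like and F3-like sub-clusters and of the sub-clusters without a subpopulation name among the preadipocyte-like cells of each age, in percent, with error bars for the exact 95% interval of counting error. The DPP4-like bars rise from 15.3% at 7 d to 51.6% at 28 d, and the sub-clusters without a name hold 49.6% at 7 d.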

F3 preadipocytes did not appear at 7 d, and the percentage did not change much at 14 d and later (Fig. 3b). It seemed that the hierarchy defined by the three marker genes did not align with developmental time. Therefore, we integrated our data and Merrick D’s data to generate the landscape of mice preadipocyte development including seven timepoints 7 d, 12 d, 14 d, 18 d, 21 d, 28 d, and adult). 

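F3-like cells numbered 19 of 4138 preadipocyte-like cells at 7 d, 0.459% (95% CI 0.277 to 0.716), with a median of 1069 UMIs per cell. They made up 21.9% (95% CI 20.2 to 23.7) at 14 d, 22.9% (95% CI 20.6 to 25.2) at 18 d, 14.0% (95% CI 13.1 to 14.9) at 21 d and 17.4% (95% CI 15.5 to 19.5) at 28 d, in sub-cluster 7 at 14 and 18 d and in sub-cluster 4 at 21 and 28 d. The difference between 7 d and the lowest other age was -13.5 percentage points. It reversed to 3.52 points under a stricter cell filter, to 1.67 points without the cells that scored as doublets and to 18.9 points when sub-clusters were named from their enriched markers alone, a naming that was added after the values were seen. The gene F3 was not low at 7 d. Over all preadipocyte-like cells it came to 98.9, 112, 105, 93.3 and 96.2 CPM at 7, 14, 18, 21 and 28 d, and after thinning 8.22, 10.4, 8.58, 8.65 and 7.76% of the cells had a UMI of it, against 46.1, 37.6, 30.8, 35.9 and 30.3% without thinning. The thinning left out 15, 15, 32, 19 and 8 shallower cells. In T-like cells, which should lack F3, the thinned share was 0.184, 0.0556, 0.0369, 0.831 and 0.0756%, at median depths of 4831, 4957, 4918, 3909 and 4897 UMIs against 11951, 12748, 11793, 17188 and 14985 UMIs in preadipocyte-like cells.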

We observed that cells of the two datasets were matched well, in particular for the preadipocytes (Supplementary Fig. S3d). We also focused on preadipocytes for further investigation and verified that the 12 d preadipocytes in Merrick D’s data have a close relationship with our 7 d and 14 d preadipocytes. While the adult cells in Merrick D’s data were located near the group of 28 d from our data. Once we set 7 d cells as the root for trajectory analysis and observed the same differentiation direction as our previous versions.

We then marked all groups of preadipocytes by timepoint and tried to reconstruct the developmental trajectory (Fig. 3d). Overall, both DDP4 and ICAM1 groups began at 7d and ended at 21d, indicating the process of adipogenic commitment at weaning. DPP4 preadipocytes began with Pa7 or Pa11 at 7 d and ended with Pa0 at 21 d. 

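T cell genes led sub-cluster 12, among them Trbc2, Cd3g and Cd3d. It held 555 cells from all ages, 182, 49, 53, 151 and 120 at 7, 14, 18, 21 and 28 d, and was given no subpopulation name. 52.6% (95% CI 48.4 to 56.8) of its cells had UMIs of Cd3d, Trac and Trbc2 together, against 0.441% of the other preadipocyte-like cells. 94.1% (95% CI 91.8 to 95.9) of its cells scored as doublets, against 9.21% of the others, and its median depth was 17895 UMIs against 14164 UMIs. The DPP4-like cells of 7 d lay in sub-cluster 10 and were not led by T cell genes.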

Surprisingly, KEGG and GO analyses found that Pa7 expressed genes for T-cell differentiation and cell-cell adhesion (Supplementary Fig. S4a, b). Pa11 responded to BMPs and TGFβ, and the serine/threonine kinase pathway was activated (Supplementary Fig. S4a, b). Genes enriched in Pa0 were involved in WAT development, such as the WNT signaling pathway and fatty acid metabolism (Supplementary Fig. S4c, d). The percentage of Pa0 in all preadipocytes was approximately 40% at 21 d (Supplementary Fig. S4e), which was most abundant than at any other time points. 

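The largest DPP4-like sub-cluster of 21 d, sub-cluster 0, held 1469 of the preadipocyte-like cells of 21 d, 25.7% (95% CI 24.6 to 26.9), and at most 2.19% of those of another age, at 28 d. Of its 1517 cells, 96.8% came from 21 d. It was led by Gm26771, Sfrp2 and Smpd3 and had a median depth of 19285 UMIs. Sub-cluster 8, also DPP4-like and 95.8% from 21 d, held a further 14.7% (95% CI 13.8 to 15.7) of the preadipocyte-like cells of that age.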

ICAM1 preadipocytes began with Pa4 and Pa5 at 7 d and ended with Pa17 at 21 d (Fig. 3c). KEGG (Supplementary Fig. S5a) and GO (Supplementary Fig. S5b) analyses showed that the pathways that were active in Pa4 mainly involved inflammatory reactions, while those in Pa17 were more involved in mitochondrial function. Moreover, Pa17 cells expressed *Cebpa* (CCAAT/enhancer-binding protein alpha), *Pparg* and *Cebpb* for adipocyte differentiation, as well as adiponectin, *Plin1* (perilipin 1), *Lipe* (lipase E), *Acsl1* (acyl-CoA synthetase long chain family member 1), *Dgat2* (diacylglycerol O-acyltransferase 2) and *Agpat2* (1-acylglycerol-3-phosphate O-acyltransferase 2) for lipid formation (Supplementary Fig. S5c). They also expressed *Ppargc1b* (PPARG coactivator 1 beta) (Supplementary Fig. S5c), which is expressed in mature adipocyte as well as preadipocyte^15^. 

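Within the 21 d library most of the genes of adipocyte differentiation examined were highest in sub-cluster 11. It held 563 cells, 296 from 7 d and 185 from 21 d. It was led by Car3 and by the mural genes Acta2 and Tagln and also carried all 10 markers of cycling cells. On GRCm38, Pparg (ENSMUSG00000000440.12) lies on chromosome 6 from 115360951 to 115490399. Within the 21 d library Pparg came to 121 CPM (95% CI 111 to 132) in sub-cluster 11 and 47.1 CPM in the ICAM1-like sub-cluster 3, Cebpa to 159 and 38.5 CPM, and Adipoq to 350.3 and 2.83 CPM. Plin1 came to 173 CPM, Lipe to 59.9 CPM, Acsl1 to 185 CPM, Dgat2 to 39.8 CPM and Agpat2 to 207 CPM in sub-cluster 11 at 21 d, each the highest of the sub-clusters with at least 20 cells at that age. Cebpb was not restricted to it, with 448 CPM in sub-cluster 11, 440.3 CPM in sub-cluster 3 and 418 CPM in the F3-like sub-cluster 4. At 7 d the same sub-cluster had lower levels, with 38.3 CPM of Pparg (below that of the ICAM1-like sub-cluster 14) and 172 CPM of Adipoq. Its share of the preadipocyte-like cells was 7.15, 1.96, 1.89, 3.24 and 0.956% at 7, 14, 18, 21 and 28 d, which put 21 d -3.91 percentage points from the highest other age, 7 d. Under all 5 alternatives this difference reversed, to between 0.571 and 0.857 points. At the other resolution, which gave the 0.571 points, the share at 18 d was 3.53% (95% CI 2.60 to 4.68), an interval wider than that excess.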

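Ppargc1b came to 33.1 CPM (95% CI 28.0 to 38.8) in sub-cluster 11 at 21 d and to 12.4 CPM at 7 d, and to 3.63 CPM in sub-cluster 3 at 21 d.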

From the data on Pa0 and Pa17, we predicted that the two subsets recruited at 21 d are closer to adipocytes, re-enforcing the process of commitment and further differentiation at weaning.

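Within the 21 d library F3 came to 973 CPM in sub-cluster 7 and 439 CPM in sub-cluster 4, the F3-like sub-clusters, and to 95.1 CPM in the ICAM1-like sub-cluster 3 and 22.5 CPM in the DPP4-like sub-cluster 0. Within the 7 d library it was highest in sub-cluster 1, with 181 CPM (95% CI 175 to 188), followed by 89.5 CPM in sub-cluster 12 and 77.4 CPM in the ICAM1-like sub-cluster 5.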

Expression of F3 was restricted in Pa1 and Pa4. Cells in this class seemed to develop from Pa4 to Pa1 if aligned with the developmental process. Genes enriched in Pa1 participate in complement activation and EMC construction (Supplementary Fig. S6a, b).

### Identification of active preadipocytes during the weaning period

We further examined the expression of the reported progenitor markers in 19 preadipocyte groups (Fig. 4a). 

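Itgb1 came to 406, 341, 292, 251 and 215 CPM over all preadipocyte-like cells at 7, 14, 18, 21 and 28 d. Without thinning 94.5, 92.4, 87.7, 95.3 and 88.5% of the cells had a UMI of it, and after thinning 32.2, 27.7, 23.6, 23.0 and 19.4%. It ranged from 187 CPM in sub-cluster 18 to 337 CPM in sub-cluster 7 within the 21 d library, and among the sub-clusters with at least 20 cells it was highest in sub-cluster 11 within the 7 d library, with 504 CPM. The 19 F3-like cells of 7 d had 632 CPM (95% CI 417 to 920.2). Cd34 came to 479, 926, 800.0, 899 and 905 CPM. It was lowest in sub-cluster 11, with 152 CPM at 7 d and 219.6 CPM at 21 d, and reached 1287 CPM in sub-cluster 8 at 21 d and 1098 CPM in sub-cluster 10 at 7 d, both DPP4-like.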

*Cd29* (integrin subunit beta1, *Itgb1*) unanimously appeared in most cells in all groups, with the strongest expression in Pa18, while *Cd34* was expressed in almost all groups except Pa16, Pa17 and Pa18. 

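After thinning, 1.26, 0.874, 0.773, 1.04 and 1.44% of the preadipocyte-like cells had a Cd24a UMI at 7, 14, 18, 21 and 28 d, and 1.07, 2.30, 1.78, 1.35 and 1.17% had a Zfp423 UMI. Without thinning the shares were 11.7, 10.0, 7.39, 11.6 and 14.1% and 11.8, 22.6, 17.8, 21.1 and 14.9%. In T-like cells, which should lack Zfp423, its thinned share was between 0% at 28 d, which allows up to 0.113%, and 0.172% at 21 d. Zfp423 came to 10.4, 21.8, 17.5, 14.2 and 11.4 CPM and Cd24a to 14.6, 12.5, 9.51, 10.5 and 16.5 CPM.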

Very low percentages of preadipocytes expressed *Cd24a*, as well as *Zfp423*. *Pparγ* expression was mostly restricted to Pa17. 

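Outside sub-cluster 11, Pparg came to 45.9 CPM in sub-cluster 14 and 30.3 CPM in sub-cluster 5 at 7 d, both ICAM1-like, and to 3.16 CPM in sub-cluster 0 and 2.50 CPM in sub-cluster 4 at 21 d. Pparg was 1 of the markers used to name ICAM1-like sub-clusters.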

*Pdgfrα* (platelet-derived growth factor receptor alpha) expression was distributed in all clusters except Pa18. 

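Pdgfra lay between 169.6 CPM in sub-cluster 11 and 559 CPM in sub-cluster 6 within the 21 d library, and between 116 CPM in sub-cluster 11 and 241 CPM in sub-cluster 14 within the 7 d library. With genes centred within each library, a small sub-cluster of 65 cells from 7 d and few from other ages separated, led by Acta2 and Tagln, with 29.0 CPM of Pdgfra against 172 CPM in the other preadipocyte-like cells of 7 d.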

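That small sub-cluster had 320.0 CPM of Pdgfrb, against 60.5 CPM in the other preadipocyte-like cells and 228 CPM in mural-like cells of 7 d. In sub-cluster 11 of the clustering without centring, Pdgfrb came to 107 CPM at 7 d and 44.0 CPM at 21 d.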

*Pdgfrβ* expression was extremely high in Pa18. It is very intriguing that Pa6, and Pa18 had high proliferative activity as they highly expressed the cell cycle-related genes *Mki67* and *Cdk1*. 

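On GRCm38, Mki67 (ENSMUSG00000031004.8) lies on chromosome 7 from 135689784 to 135716361. Within the 21 d library Mki67 came to 685 CPM (95% CI 668 to 703) in sub-cluster 15 and 393 CPM in sub-cluster 11, and Cdk1 to 387 and 235 CPM. Within the 7 d library Mki67 came to 479 CPM in sub-cluster 11. In the other sub-clusters with at least 20 cells at these ages it was at most 69.9 CPM at 21 d, in sub-cluster 19, apart from 474 CPM in the 24 cells of sub-cluster 15 at 7 d.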

Pa16 also possessed proliferative potential as it expressed some levels of *Cdt1*, *Mki67* and *Cdk1*. 

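Sub-cluster 19, a DPP4-like sub-cluster led by the replication genes Mcm5, Mcm6 and Pcna, had 49.8 CPM of Cdt1 and 71.7 CPM of Cdk1 at 21 d, where Cdt1 came to 8.01 CPM in sub-cluster 15. It held 164 cells, 133 of them from 21 d.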

Pa6 and Pa17 were abundant at 21d, while Pa 18 enriched at 7d (Fig. 4b). 

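The 3 sub-clusters with cycling markers together made up 7.83% (95% CI 7.03 to 8.69), 3.65% (95% CI 2.91 to 4.53), 3.17% (95% CI 2.29 to 4.26), 12.5% (95% CI 11.7 to 13.4) and 2.12% (95% CI 1.44 to 2.99) of the preadipocyte-like cells at 7, 14, 18, 21 and 28 d. The excess of 21 d over 7 d was 4.68 percentage points and lay between 4.16 points at the other resolution and 5.32 points with 30 principal components. Sub-cluster 15 had 396 of its 464 cells from 21 d. Over all preadipocyte-like cells Mki67 came to 57.2, 16.5, 10.1, 81.3 and 12.6 CPM. After thinning 3.49, 0.920, 0.696, 4.31 and 0.618% of the cells had a UMI of it, against 12.4, 4.06, 2.79, 14.5 and 2.39% without thinning, and in B-like cells, most of which should not divide, the thinned share was 0.840, 0.464, 0, 0.559 and 0.465%, where the 0 at 18 d allows up to 0.214%. The preadipocyte-like cells of 21 d were also the deepest of the 5 libraries.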

IHC of *Mki67* in iWAT tissues gave rise to the highest level of positive staining at 21 d (Fig. 4c, d). We then calculated proliferating cells by flow cytometry. We used *Cip2a* because it is located in the cell membrane and positively regulates cell proliferation. *Cip2a*-positive cells in the *Cd45*-negative region increased at 21 d, among which both *Dpp4*-positive and *Dpp4*-negative cells contributed (Fig. 4e). Further KEGG analysis of Pa6 verified its proliferative capacity because most of the top 15 significant pathways were related to the cell cycle (Supplementary Fig. S7a). Pa18 also expressed genes related to the cell cycle; however, there were many genes involved in pathways related to mitochondrial function, such as Parkinson’s disease, prion disease, oxidative phosphorylation, and thermogenesis (Supplementary Fig. S7a), indicating that the descendant adipocytes of the two groups may have different functions.

**Fig. 4:**
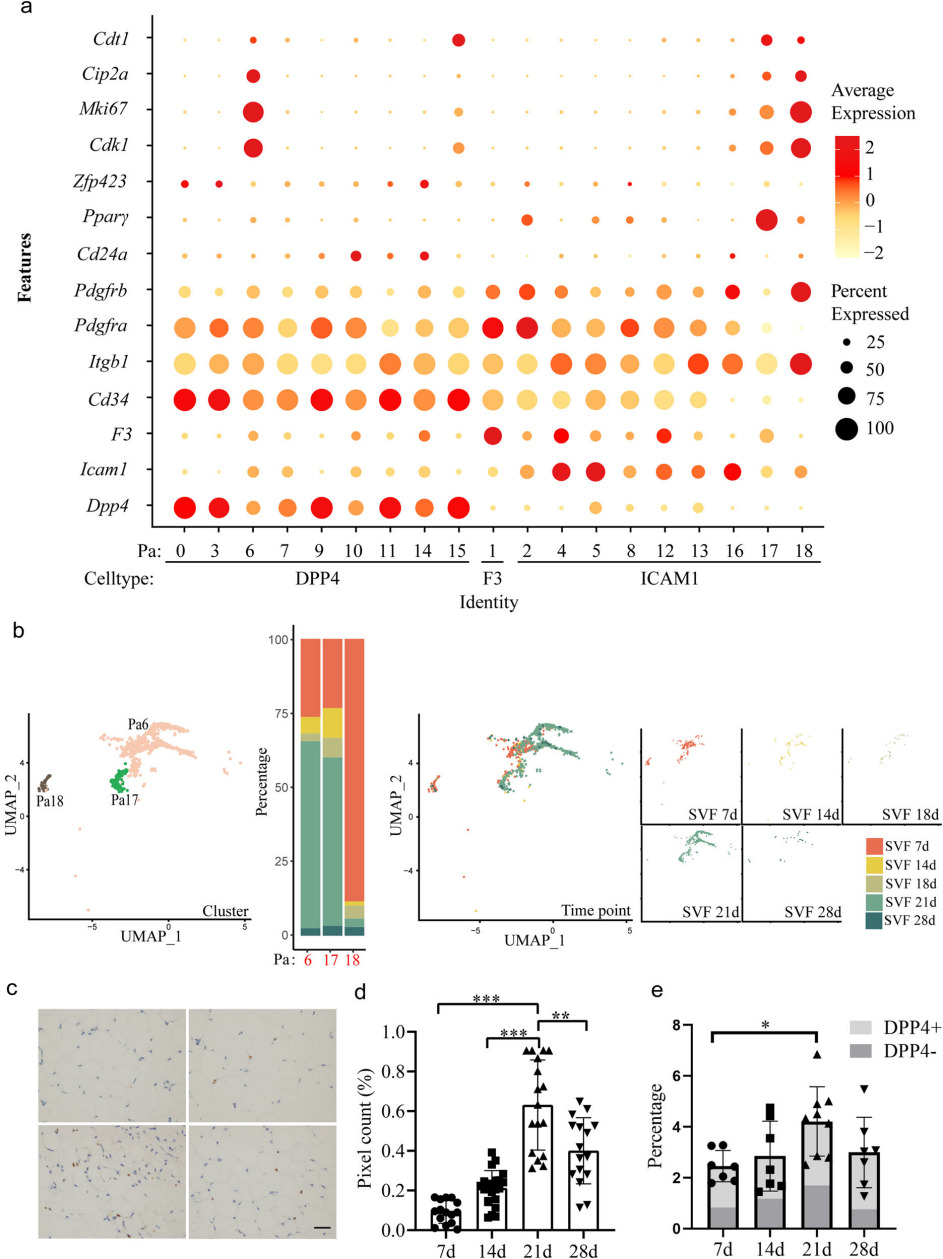
Identification of active preadipocytes during weaning time. **a** Expression of reported preadipocyte markers in all Pa0-Pa18 clusters. **b** UMAP projection of clusters 6, 7 and 18, and cell percentage of the three cluster. **c** IHC of Mki67 showing the proliferating cells Scale bar: 20 μm. **d** Positive staining was calculated using ImageJ with IHC plugin. Fields were from at least 3 individuals in each group with total numbers of 15–21. **e** Cell number percentages marked with Cip2a, DPP4 in CD45 negative SVF cells detected by flowcytometry. *n* = 7 in 7d, 14d, and 28d group. *n* = 9 in 21d group. Bar and error bar in **d** and **e** are mean and SD respectively. *P < 0.05, **P < 0.01, ***P < 0.005.

### Characterization of immune cells and their link to adipose tissue development

The function of immune cells in adipose tissue has attracted the attention of researchers. Reports have mainly focused on T cells and macrophages. To obtain a more comprehensive view of immune cells in iWAT and their dynamics during development, we reanalyzed all immune cells. We re-clustered immune cells into 29 clusters named I0-I28 (Fig. 5a) according to characteristic gene expression (Supplementary Fig. S8a and Supplementary Data 2), and representative marker genes of each cluster are shown in Supplementary Fig. S8b. The clusters were annotated and classified into 7 cell groups, namely, neutrophils, mast cells, DCs, NKT cells, macrophages, B cells and T cells (Fig. 5b, c), and the compositions of subgroups over time were examined (Fig. 5c–e). 

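The T-, B-, NK/NKT-, macrophage-, DC- and mast-like cells together numbered 28189. T-like cells were 74.2, 58.4, 59.2, 63.6 and 51.6% of them at 7, 14, 18, 21 and 28 d, a mean of 61.4% with the libraries weighted equally, which fell to 52.9% without the cells that scored as doublets. Without the cells that scored as doublets the NK/NKT-like class also grew, from 409 to 1657 cells, so a part of this fall can be a change of name. The T-like cells of the main clustering include cells with markers of type 2 innate lymphoid cells. When the immune-like cells were clustered again, 1108 cells in 2 clusters were named after these markers, and 1098 of them were counted as T-like before. Under 4 of the 5 alternatives a cluster named after them, of 824 to 1176 cells, was kept apart from the T-like cells and left out of the immune-like cells. B-like cells were 11.6, 21.0, 30.8, 26.4 and 29.7%, and macrophage-like cells 6.23, 8.23, 3.22, 4.67 and 9.61%.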

Overall, approximately half of the immune cells were T cells, and B cells were the second most abundant cell type, followed by macrophages. 

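DC-like cells were 6.12, 7.82, 4.31, 2.04 and 6.96% of the immune-like cells at 7, 14, 18, 21 and 28 d, and NK/NKT-like cells 0.0938, 3.34, 1.46, 2.15 and 2.05%. Mast-like cells were 1.80, 1.23, 0.923, 1.14 and 0.115%. With the immune-like cells clustered again, NK/NKT-like cells were 2.35, 3.404, 1.42, 2.63 and 1.90% and neutrophil-like cells 1.00, 1.20, 0.408, 0.307 and 0.441%.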

The percentages of NKT cells and DCs were comparable to those of macrophages, while those of mast cells and neutrophils were very small. The GO and KEGG analysis verified that clusters of the same cell type have the same function, such as DEGs genes in I0, I6, I8, I11, and I26 from B cell are all show B cell activation function in GO analysis, and I0, I6, and I26 from B cell are all participate in B cell receptor signaling pathway in KEGG analysis (Supplementary Fig. S8c).

**Fig. 5:**
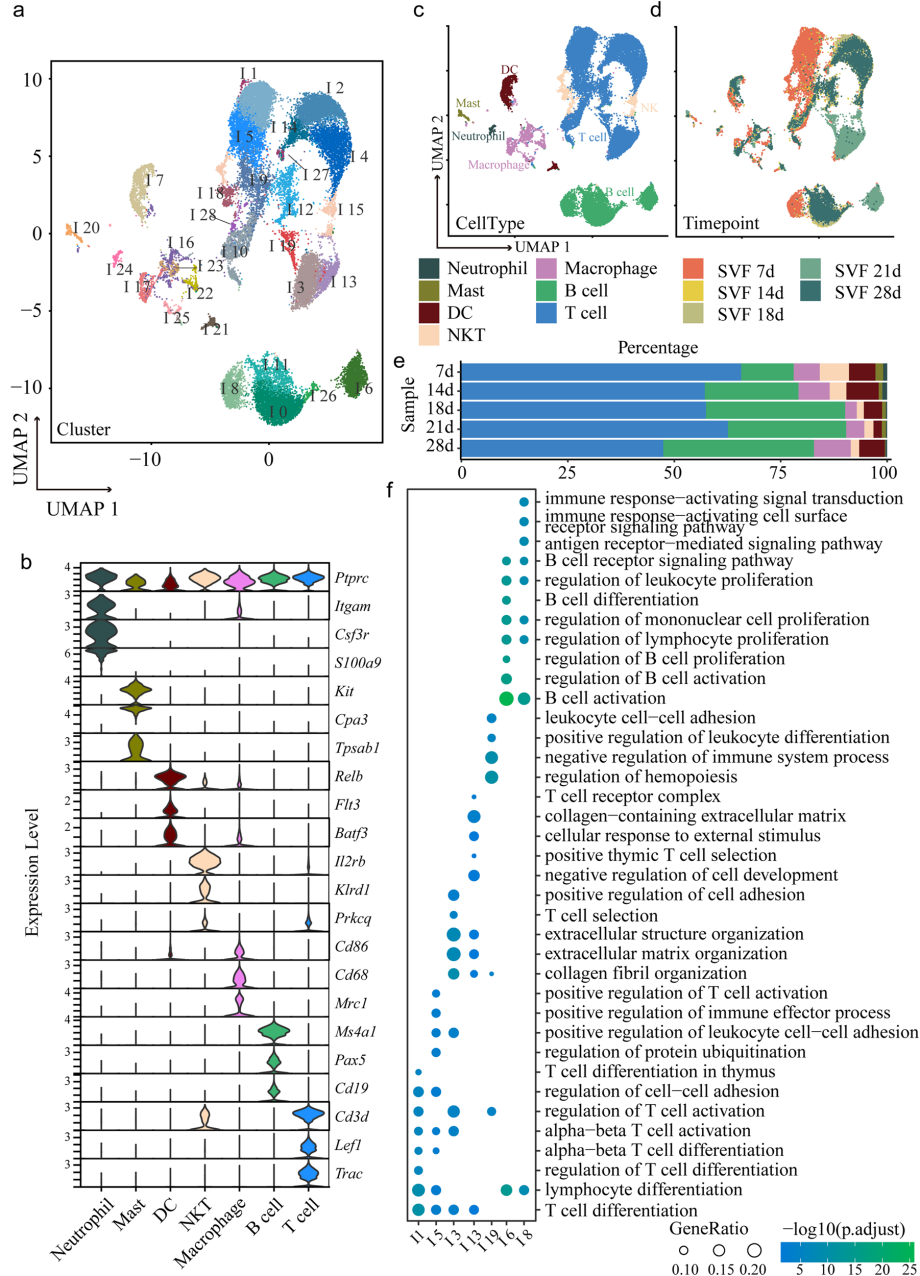
Clusters of immune cells and their link to adipose tissue development. **a** UMAP projection of cluster I0-I28 formed by 2,9493 immune cells. **b** Expression of marker genes for each cell type. **c** UMAP projection of clusters with cell type annotation. **d** UMAP projection of clusters with timepoint information. **e** Cell number percentages of all different immune cell types. **f** GO analysis of I1,5, 8 and I3,13,19,6.

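The immune-like cells were clustered again at resolution 1 into 28 clusters. The T-like clusters 1, 2 and 12 held cells of 14, 18 and 28 d almost alone, with 814, 1340 and 773 of the 2984 cells of cluster 1 and 161, 215 and 408 of the 796 cells of cluster 12, which was led by Foxp3, Ikzf2 and Il2ra. The B-like clusters 3 and 7 came from the same ages, with 485, 534 and 274 of the 1296 cells of cluster 7.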

After examining how those immune cells were distributed at different developmental timepoints (Fig. 5a, c, d), we found that the types of immune cells clustered at 14 d, 18 d, and 28 d were similar. However, the clustering at 7 d and 21 d had individual characteristics. We then found that two subclusters of B cells, namely, I6 and I8, were timepoint specific (Fig. 5a, d and Supplementary Fig. S8d). 

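Among B-like cells, cluster 6 of the immune-like cells had 1462 of its 1512 cells from 21 d and cluster 9 had 1063 of its 1079 cells from 7 d. These clusters held most of the B-like cells of those ages, and the other B-like clusters held few cells of 21 d. Their median depths were 2592 and 3568 UMIs.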

I6 B cells appeared only at 21 d, and I8 appeared at 7 d. It was expected that GO analysis of genes in the two clusters would be mostly relevant to B-cell proliferation and activation (Fig. 5f), but after comparing the pathways generated by KEGG analysis (Supplementary Fig. S8e), we found pathways unique to individual classes. Pathways active only in the I6 B cell cluster mainly resulted from the expression of some types of collagens, and pathways specific for I8 involved genes regulating cell cycle progression and cell death, such as apoptosis and ferroptosis.

Similar to B cells, there were also T cell classes appearing only at 7 d or 21 d. 

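The T-like clusters 0 and 5 of the immune-like cells came from 7 d, with 3236 of 3245 and 1851 of 1851 cells, as did cluster 15, led by Tnfrsf4, Ctla4 and Lrrc32, with 481 of 485 cells. Clusters 4, 10 and 25 came from 21 d, with 2030 of 2115, 988 of 1002 and 159 of 162 cells. Cluster 4 was led by Lars2 and Meg3 and by genes of preadipocytes, Sfrp2, Col1a2, Col1a1, Igfbp6 and Gsn. It was named T-like from 9 enriched T cell markers, none of which was among its 10 leading genes. Clusters 10 and 25 were led by Cd8a and Ly6c2 and by Il2ra and Foxp3. As at 14, 18 and 28 d, there were thus separate clusters with Cd8a and with Foxp3 at 21 d. Cluster 15 of 7 d also had Foxp3 and Ikzf2 among its 10 leading genes.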

I1 and I5 were present at 7 d, and I3, I13, and I19 were present at 21 d. GO analysis showed that I1 cells were the T cells underlying differentiation and activation, and I5 T cells responded to IL-4 (Fig. 5f), indicating that they might be developing into Th cells. I3, I13 and I19 T cells at 21 d highly expressed proteins for ECM organization, such as collagens and fibronectin (Fig. 5f, Supplementary Fig. S8f), which was similar to the B cell protein expression at this timepoint.

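UMIs of 8 ECM genes, Col1a1, Col1a2, Col3a1, Fn1, Col5a1, Col5a2, Col6a1 and Col6a3, were summed over the T-like and over the B-like cells of each library. In T-like cells they came to 1227, 822, 419, 6349 and 839.5 CPM at 7, 14, 18, 21 and 28 d, and in B-like cells to 1536, 954, 903, 9111 and 1024 CPM. The log2 ratio of 21 d over the highest other age, 7 d, was 2.37 (95% CI 2.36 to 2.39) in T-like and 2.57 (95% CI 2.53 to 2.61) in B-like cells. The alternative that moved them most, a subtraction of free RNA, gave 1.96 and 2.24, but it left values under 0 at 14, 18 and 28 d in both classes and rests on small remainders. On GRCm38, Col1a1 (ENSMUSG00000001506.10) lies on chromosome 11 from 94936224 to 94953042. It came to 1440.3 CPM in T-like and 2074 CPM in B-like cells at 21 d, against 22242 CPM in preadipocyte-like cells. After thinning, 77.04% (95% CI 75.6 to 78.4) of the T-like cells of 21 d had a Col1a1 UMI, against 99.1% without thinning, with 40 shallower cells left out, and 24.8% of those of 7 d. The same genes were also highest at 21 d in NK/NKT-like cells, with 6325 CPM (95% CI 6105 to 6551) and a log2 ratio of 1.14, in DC-like cells, with 5972 CPM (95% CI 5807 to 6140.4) and a log2 ratio of 0.14, and in macrophage-like cells, with 12282 CPM (95% CI 12131 to 12434) and a log2 ratio of 1.25. In mast-like cells they were highest at 14 d, with 57429 CPM in 39 cells against 30146 CPM in 63 cells at 21 d, a log2 ratio of -0.93. In the clustering of the immune-like cells alone, 23 mast-like, 63 macrophage-like and 28 DC-like cells formed cluster 26, which was led by Mgp, Sparc and Bgn, carried Col1a1 and Dcn among its 10 leading genes and had a median depth of 17000.5 UMIs. Without these cells, a choice made after seeing the values, the ECM genes were highest at 21 d in these classes, with 5975 CPM in mast-like, 4636 CPM in macrophage-like and 3899 CPM in DC-like cells and log2 ratios of 2.41, 1.80 and 2.25. The ECM genes came to 95315 CPM in preadipocyte-like cells at 21 d. A set of 8 genes of preadipocytes that do not encode collagens or fibronectin, Dcn, Gsn, Lum, Clec3b, Apod, Pi16, Serpinf1 and Igfbp6, came to 186, 157, 102, 1323 and 264 CPM in T-like cells, a log2 ratio of 2.32 at 21 d, and the log2 ratio was 2.44 in B-like, 2.06 in NK/NKT-like, 0.99 in DC-like, 2.11 in macrophage-like and 0.24 in mast-like cells. Without the cells of cluster 26 it was 1.54 in DC-like, 1.33 in macrophage-like and 1.86 in mast-like cells, each below the ratio of the ECM genes. In these 3 classes the highest other age was 7 d for the ECM genes and 28 d for the other genes, so these ratios are not alike. With those 8 genes taken as a measure of free RNA from preadipocyte-like cells, the ECM UMIs expected from free RNA came to 88.8% of the ECM UMIs in T-like and 89.2% of those in B-like cells at 21 d. At the other ages they came to between 85.1 and 139% in T-like and between 86.4 and 149% in B-like cells.

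**Figure D3:**
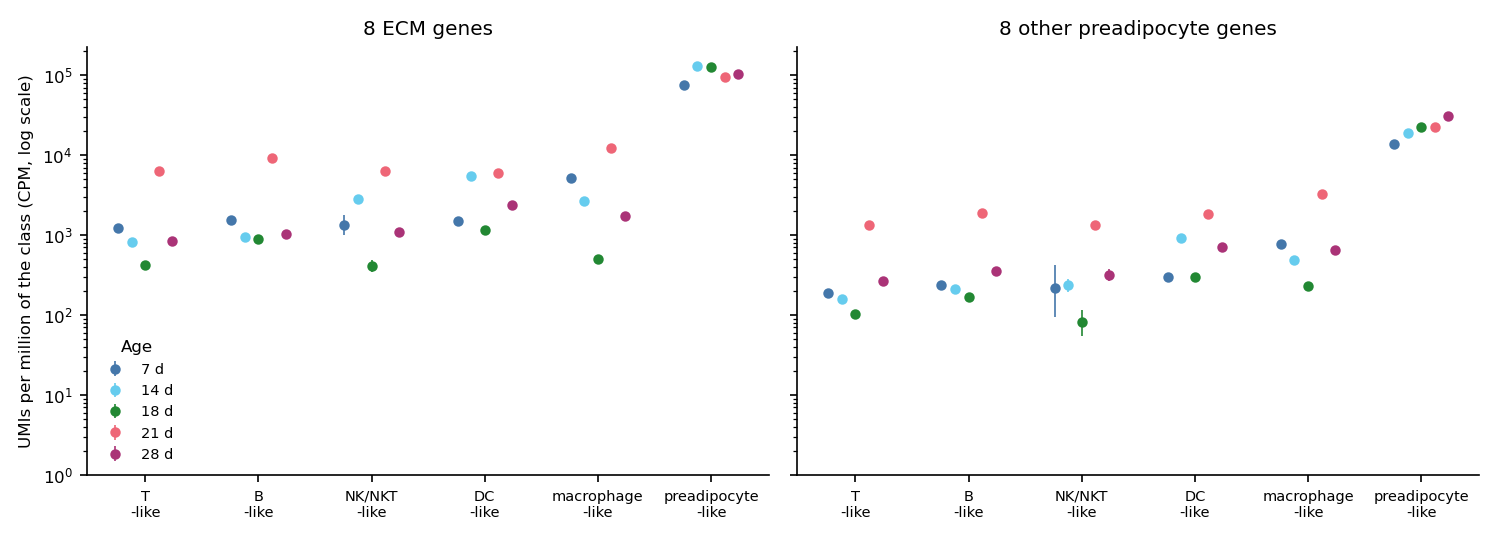
Summed UMIs of the 8 ECM genes (left) and of 8 other preadipocyte genes (right) in CPM of each cell class, on a log scale, with a point for each age and error bars for the exact 95% interval of counting error. Both sets are highest at 21 d in all 5 immune-like classes shown, with 6349 and 1323 CPM in T-like cells.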

### Cell-cell interaction in iWAT determined by the TGFβ superfamily

Since both development and remodeling involve the coordination of all cell types, potential intercellular communication would provide clues for deciphering biological programs in either physiologic or pathologic contexts. We used CellPhoneDB, which uses the expression of ligand-receptor pairs to indicate cell-cell interactions^36^. Unselected ligand and receptor pairs indicated that preadipocytes most robustly communicated with endotheliocytes, followed by mural cells, schwann cells, and macrophages. Preadipocytes also communicated extensively with mast cells at 14 d, although less so at other times (Fig. 6a). After calculating all ligand-receptor pairs across all families, we observed that BMP family was ranked top No.2, just after the communication of adhesion created by collagens and integrin, which are universal for cell-cell communications (Supplementary Fig. S9a).

**Fig. 6:**
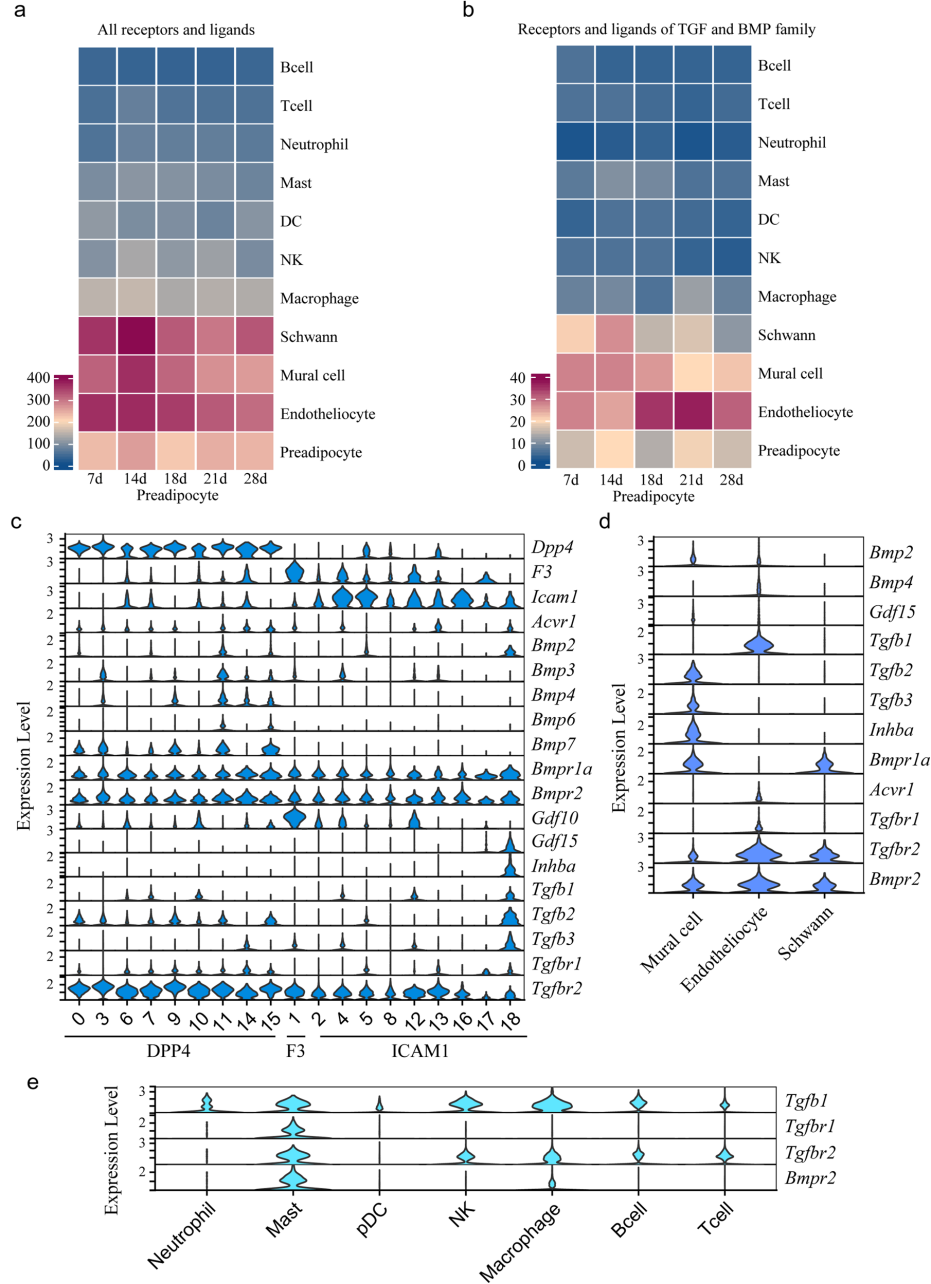
Cell-cell interaction in iWAT determined by ligand-receptors. **a** Heat map showing number of significant interactions between preadipocyte with other cell types in iWAT at different time points as determined by CellphoneDB with all receptors and ligands. **b** Heat map showing number of significant interactions between preadipocyte with other cell types in iWAT at different time points as determined by CellphoneDB with all receptors and ligands of TGFβ superfamily. **c** Expression of receptors and ligands of TGFβ superfamily in Pa0-Pa18 preadipocyte. **d** Expression of receptors and ligands of TGFβ superfamily in mural cells, endothyliocyte and schwann cell. **e** Expression of receptors and ligands of TGFβ superfamily in immune cell groups.

BMP signaling has been demonstrated to play an important role in the development and metabolism of adipose tissue. BMPs belong to the TGFβ superfamily. The ligands function by binding with receptor tetramers containing both type 1 and type 2 receptors. We previously found that *Bmpr2* knockout mice hardly survived through weaning due to a deficiency of WAT, indicating that *Bmpr2* signaling is crucial for the remodeling of WAT during periweaning. We then used ligand‒receptor pairs of the BMP family as well as other members of the TGFβ superfamily to analyze how much preadipocytes communicate with other cell types (Fig. 6b). The results showed that preadipocytes had the strongest interaction with endotheliocytes, especially at 21 d. 

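CellPhoneDB was not run here. A list of 45 pairs of a ligand and a receptor complex of the TGFβ superfamily was written before the data were examined, and a pair was counted when the ligand in 1 class and every subunit of the receptor in the other had a UMI in at least 10% of the cells, in either direction. After thinning to 1000 UMIs, preadipocyte-like and endothelial-like cells shared 0 pairs at each age, so that differences between ages and partners were not detectable at this depth. Without thinning they shared 32, 33, 31, 41 and 31 pairs, which put 21 d 8 pairs above the next age and, within 21 d, 15 pairs above the next partner. After thinning to 1000 UMIs with a share of 5% of the cells they shared 2, 5, 2, 2 and 2 pairs, so that 21 d lay 3 pairs below the highest age, 14 d. With thinning to 3000 UMIs, a depth added after the values were seen, the differences were 4 and 5 pairs. There were 544, 65, 30, 37 and 171 endothelial-like cells, with median depths of 12999, 9099, 10442, 11903 and 7783 UMIs, and the unthinned counts depend on these depths.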

Preadipocytes also communicate extensively with mural cells and Schwann cells. 

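Without thinning, mural-like cells shared 25, 32, 23, 26 and 27 TGFβ superfamily pairs with preadipocyte-like cells at 7, 14, 18, 21 and 28 d, Schwann-like cells 17, 26, 14, 15 and 10 pairs and mast-like cells 6, 19, 8, 13 and 6 pairs. After thinning to 3000 UMIs mural-like cells shared 4, 7, 7, 3 and 5 pairs and Schwann-like cells 2, 5, 4, 3 and 6 pairs. Schwann-like cells numbered 19 at 18 d and 26 at 28 d, and mast-like cells 6 at 28 d, so that single cells decide whether a gene passes the share of 10%.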

The connection with mural cells was relatively weak at 21 d, while the connection with Schwann cells was relatively strong at 14 d. Notably, although interactions between preadipocytes and endotheliocytes determined by the TGFβ superfamily were relatively high at 21 d, those determined by all ligands and receptors were low at 21 d when compared with other timepoints, indicating that BMP and TGFβ members are extremely important during the weaning period.

To further determine how different ligands and receptors function in specific cell classes, we examined the expression and distribution of all reported members of the TGFβ superfamily in preadipocyte clusters, and detectable expression is shown in Fig. 6c. *Bmpr2* is expressed in all classes of preadipocytes. Moreover, *Bmpr1a* and *Tgfbr2* were expressed in all preadipocytes. 

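On GRCm38, Bmpr2 (ENSMUSG00000067336.6) lies on chromosome 1 from 59763400 to 59879014. As means over the 5 libraries, Bmpr2 came to 103, 87.5 and 118 CPM in DPP4-like, ICAM1-like and F3-like cells, Bmpr1a to 78.7, 83.6 and 93.3 CPM, and Tgfbr2 to 385, 145 and 189.6 CPM. In B-like cells, which set the background for the BMP receptors, Bmpr2 came to 5.11 CPM and Bmpr1a to 2.04 CPM. Over all preadipocyte-like cells Bmpr2 was highest at 14 d, with 90.1, 131, 114, 78.6 and 70.6 CPM at 7, 14, 18, 21 and 28 d.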

DPP4 preadipocytes also expressed *Tgfbr1* and *Acvrl* to some extent. 

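Tgfbr1 came to 23.2 CPM (range 18.1 to 30.7) in DPP4-like cells over the 5 libraries, 25.3 CPM in ICAM1-like and 15.7 CPM in F3-like cells, and 23.6 CPM in B-like cells. Acvrl1 came to 45.2 CPM (range 40.5 to 52.8) in DPP4-like, 41.1 CPM in ICAM1-like and 55.6 CPM in F3-like cells, against 1.61 CPM in B-like cells.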

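Bmp7 came to 89.7 CPM (range 71.4 to 121) in DPP4-like cells over the 5 libraries, against 3.78 CPM in ICAM1-like and 0.506 CPM in F3-like cells. Tgfb2 was less restricted, with 65.6 CPM (range 52.5 to 76.0) in DPP4-like, 29.6 CPM in ICAM1-like and 11.0 CPM in F3-like cells.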

Regarding ligands, DPP4 preadipocytes expressed *Bmp7* and *Tgfb2*. *Gdf10* was mostly enriched in F3. It was intriguing that Pa18, the class with proliferative potential and *Pdgfrβ* expression (Fig. 4a), had more types of ligands than other preadipocytes, including *Bmp2*, *Gdf15*, *Inhba*, *Tgfb1*, *Tgfb2*, and *Tgfb3*. 

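Gdf10, also 1 of the markers that named the F3-like sub-clusters, came to 613 CPM (range 234 to 844) in F3-like cells over the 5 libraries, 149.9 CPM in ICAM1-like and 34.2 CPM in DPP4-like cells. At 7 d, when F3-like cells were few, it came to 144 CPM in sub-cluster 1.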

The *Tgfb* ligands in Pa18 might imply its potential for inflammatory actions. Endotheliocytes, which communicated most with preadipocytes, highly expressed *Bmpr2*, *Tgfbr2* and *Tgfb1* (Fig. 6d). 

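In endothelial-like cells Bmpr2 came to 189.9 CPM (range 136 to 248) over the 5 libraries, the highest mean of the named classes, Tgfbr2 to 234 CPM (range 184 to 264) and Tgfb1 to 145 CPM (range 117 to 201). The lowest number of endothelial-like cells behind a value was 30, at 18 d.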

By matching ligands and receptors, DPP4 preadipocytes and Pa18 ICAM1 preadipocytes may actively interact with endotheliocytes. Mural cells and Schwann cells expressed *Bmpr2*, *Bmpr1a*, and *Tgfbr2*, which might account for their good connection with preadipocytes. 

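In mural-like and Schwann-like cells Bmpr2 came to 115 and 104 CPM, Bmpr1a to 96.9 and 77.8 CPM, and Tgfbr2 to 87.6 and 185 CPM, as means over the 5 libraries.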

Mural cells also expressed ligands such as *Tgfb2* and *Tgfb3*, whose receptors are *Acvrl* or *Tgfr1* among type 1 receptors and *Tgfr2* among type 2 receptors. 

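Tgfb2 came to 103 CPM (range 33.7 to 162) and Tgfb3 to 71.8 CPM (range 45.4 to 88.6) in mural-like cells over the 5 libraries, both the highest means of the named classes. In preadipocyte-like cells Tgfb3 came to 23.2 CPM.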

Another ligand, *Inhba*, synthesized by mural cells bound to *Acvr1* and *Acvr2*, which were expressed at detectable levels in DPP4 preadipocytes (Fig. 6d).

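Inhba came to 154 CPM (range 57.1 to 211) in mural-like cells over the 5 libraries and to 3.95 CPM in preadipocyte-like cells. In DPP4-like cells Acvr1 came to 27.3 CPM and Acvr2a to 14.3 CPM, while Acvr2a came to 87.4 CPM in ICAM1-like and 73.2 CPM in F3-like cells.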

*Tgfb1* secreted by immune cells might contribute to the communication with preadipocytes and was expressed mainly in macrophages, NKT cells and mast cells (Fig. 6e). 

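Tgfb1 came to 185 CPM in macrophage-like, 179 CPM in B-like, 141 CPM in mast-like, 119.5 CPM in NK/NKT-like, 93.3 CPM in T-like and 55.0 CPM in DC-like cells, as means over the 5 libraries, and to 13.2 CPM in preadipocyte-like cells. The values for NK/NKT-like cells include the 7 d library with 9 cells.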

*Tgfb1* was reported to inhibit the progression of DPP4 progenitors into a more adipogenic state^18^, which was feasible based on our observation of *Tgfbr2* expression in DPP4 preadipocytes (Fig. 6c). In addition to the *Tgfb1* ligand, mast cells showed high expression of *Tgfbr1*, *Tgfbr2*, and *Bmpr2* (Fig. 6e), suggesting communication with preadipocytes that had not yet been noted.

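In mast-like cells Tgfbr1 came to 88.2 CPM (range 42.3 to 118), the highest mean of the named classes, Tgfbr2 to 235 CPM (range 146 to 348) and Bmpr2 to 123 CPM (range 31.6 to 181) over the 5 libraries, from 6 cells at 28 d. The mast-like cells also held 8755, 57429, 9181, 30146 and 632 CPM of the ECM genes of preadipocytes at 7, 14, 18, 21 and 28 d, and without the 23 cells of cluster 26 of the immune-like cells the highest was 5975 CPM, at 21 d.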

## Discussion

In this study, we proposed that weaning is a particular period in early life when iWAT undergoes remodeling that might have long-term effects in adulthood. The remodeling was evidenced by alterations in the expression of genes involved in thermogenesis and lipid and glucose metabolism. In addition to metabolic genes, genes for immune regulation were also greatly changed, as exhibited by the bulk RNA sequencing of iWAT. We then obtained a more comprehensive atlas of mouse iWAT across the developmental stages in early life by utilizing powerful single-cell RNA sequencing. Our analysis reveals some preadipocyte and immune cell subpopulations that are unique to weaning time, as well as potential communication links between preadipocytes and other cell types. These findings provide a comprehensive resource for understanding the heterogeneity of preadipocyte contributing the phenotype and function of adipose tissue for future exploring the mechanism of regulation of adipose tissue development that is vital to metabolism.

The adipose tissue at weaning display high *Ucp1* level. we have been trying to figure out what kind of preadipocytes accounting for high level of *Ucp1* after forming adipocytes. As preadipocytes did not express *Ucp1*, we supposed those preadipocytes with high level mitochondrial activity have potential to differentiated into adipocytes with high level of *Ucp1*. 

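Ucp1 had 1 UMI in the 4138 preadipocyte-like cells of 7 d, 1 in those of 18 d and 0 at 14, 21 and 28 d. After thinning 0 of 5690 cells of 21 d had a Ucp1 UMI, which allows a share of cells with a UMI of up to 0.0527%.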

By KEGG and GO analyzing of clusters, we found Pa17 expressed high levels of mitochondrial genes. As Pa17 seemed to be more adipogenic committed (Supplementary Fig. S5b), the up-regulated phosphorylation (OXPHOS) and mitochondria-related genes may be resulted from later adipogenic stage based on the observation by other researchers. Nevertheless, Pa17 still maintained the proliferation potential and extremely high level of *Pparg*-the gene expressed in some kind of preadipocytes^37^. So, the possibility that Pa17 is a precursor with beige fate could not be excluded. Pa18 maintained high expression level of genes for both cell cycle and complex of ETC of mitochondrial. Meanwhile, Pa18 specifically expressed *Pdgfrb*, which was traced by other researchers to contribute to beige adipocyte in cold condition^23^. However, Pa18 enriched at 7d but not at weaning time, so the group of preadipocyte might not be activated by weaning. It was noted that Pa0 cluster DPP4, which enriched t at 21d and reached to the percentage of about 40% in total number of SVF. The GO analysis revealed the active function for fatty acid metabolism and angiogenesis regulation, also suggesting its potential to lead to beige-like phenotype. Collectively, Pa17 and Pa0 identified at 21d might account for the beige-like phenotype and high level of UCP1 at weaning time.

A previous study defined the developmental hierarchy of DPP4+ progenitors that give rise to committed ICAM1+ and CD142+ preadipocytes, which are prone to differentiate into mature adipocytes^18^. We found that DPP4- and ICAM1-positive cells both formed at 7 d and existed at all timepoints observed. If aligned with the developmental time, DPP4 and ICAM1 both have a trajectory from 7 d to 21 d. At 21 d, the DPP4-positive subcluster Pa0 expressed the multipotent stem cell markers *Creb5* and *Wnt*, while the ICAM1 subcluster at this time expressed genes for committed adipogenic potential, such as *Cebpa*, *Pparg* and *Cebpb*. From this point of view, DPP4 cells are upstream of the developmental hierarchy. However, from the in situ distribution of DPP4 and ICAM1 positive cells, DPP4 and ICAM1 might identified two distinct preadipocyte derived from individual ancestor, which ultimately gave rise to the heterogeneity of adipocytes. 

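Creb5 came to 361 CPM (95% CI 354 to 368) in sub-cluster 0, 566 CPM in sub-cluster 8 and 129 CPM in the ICAM1-like sub-cluster 3 within the 21 d library, and Wnt2 to 168, 261 and 17.0 CPM. In DPP4-like cells as a whole Creb5 was 475, 528, 459.9, 432 and 369.9 CPM at 7, 14, 18, 21 and 28 d, so that it was not highest at 21 d. From the point of view of the genes of the DPP4 and ICAM1 subclusters of 21 d, the paper reasons that DPP4 cells are upstream in the developmental hierarchy, while from the distribution of the cells in the tissue, not analysed here, it proposes that DPP4 and ICAM1 could mark distinct preadipocytes with ancestors of their own.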

KEGG analysis showed that both the DPP4 and ICAM1 subclasses at 7 d were involved in inflammatory reactions, among which many genes are responsible for chemotaxis or migration. This implies the possibility that some precursors develop into cells with inflammatory regulation potential, such as those defined by Gupta’s groups as fibro-inflammatory progenitors (FIPs)^38,39^. However, considering the function of these molecules, they might drive cells to migrate during the differentiation process, since stem cells are thought to localize in the reticular interstitium (RI) outlining adipose tissue or the vascular wall but eventually disperse in the whole tissue after they have differentiated into mature adipocytes. Recent studies about Wnt signaling in progenitors show those non-differentiated cells that maintain progenitor characteristics are Wnt pathway active and express gene sets such as external encapsuling structure organization and connective tissue development^40,41^, which seems match the structural localization and migration potential of DPP4 cells. Intriguingly, our data analysis also revealed coincidence of wnt2 and DPP4 (Supplementary Fig. S3c). So, those data along with other reports may provide resource for comparing adipogenic progenitor markers involving dpp4 and wnts.

Immune cells are major components of adipose tissue. Research on immune cells in adipose tissue has been expanding from inflammation during obesity development to the functions that regulate thermogenic fat and energy expenditure^24–27^. In either situation, T cells and macrophages are usually characterized by the secretion of cytokines to coordinately activate other immune cells or affect adipocytes directly. Findings about macrophages reveal more secretory factors, such as choline and catecholamines. We previously identified that slit3 activates sympathetic nerves in adipose tissue and stimulates thermogenesis^42^. Therefore, the functions of immune cells are far more numerous than we had recognized. It is intriguing that T-cell and B-cell subsets enriched at weaning characteristically express genes of the ECM, such as *Col6a1*, *Col6a3*, *Col5a1*, *Col5a2*, and *Fn1* (Supplementary Fig. S8f). While our analyses removed doublet and strictly controlled the ambient RNA, the possibility of T and B cell regulating development through ECM needs further exploration.

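By single gene, the log2 ratio of 21 d over the highest other age in T-like cells was 2.48 for Col6a1, 2.74 for Col6a3, 2.53 for Col5a1, 2.19 for Col5a2 and 2.24 for Fn1, and in B-like cells 2.51 for Col6a1, 2.71 for Col6a3, 2.75 for Col5a1, 2.25 for Col5a2 and 2.21 for Fn1. The genes with the largest ratio in T-like cells, among those with at least 100 UMIs there at 21 d, were Smpd3 at 18.5 times the highest other age, Rnf225 at 12.5 times, Crispld1 at 10.0 times and Bc1 at 8.90 times, followed by Osr2, Ifi205, Col5a3, Igf1, Ackr3 and Opcml. In B-like cells they were Ifi205 at 14.6 times, Smpd3 at 11.8 times, Col5a3 at 9.70 times and Car3 at 9.59 times, followed by Gm26771, Col6a2, Igf1, Cd34, Pcolce2 and Adamts5. Smpd3 also led the preadipocyte-like sub-clusters 0 and 8 of 21 d, where its level over all preadipocyte-like cells was 409 CPM against 23.9 CPM in T-like cells. Rnf225 was higher in T-like cells of 21 d, at 36.9 CPM, than in preadipocyte-like cells of 21 d, at 4.33 CPM. From the expression of ECM genes in these subsets, the paper proposes that T and B cells could regulate development through the ECM.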

During weaning, the diet of juvenile mice gradually shifts from milk to the adult diet. Young mice are supposed to feed totally on milk at 7 d, on a mixed diet of both the mother’s milk and food at d 14 and d 18, to be weaned at d 21 and to have adapted to being an adult for a week at 28 d. Thus, remodeling may represent nutrient adaptation. However, the clustering of immune cells showed that the subclusters at d 14 and d 18 were rather similar to those at d 28 but different from those at d 21, which indicates that the cellular and histological properties of iWAT at 21 d may represent developmental processes other than the shift in diet.

## Methods

### Animals

All animal experiments were approved by the Fudan University Shanghai Medical College (No. 20180302-010). Mice were C57BL6/J background and housed under a 12 h light-dark cycle. Housing temperatures and humidity were kept within arrange of 21.7–22.8 °C and 50-60%, respectively. Mice of different ages were included and compared from the same litter. We have complied with all relevant ethical regulations for animal use.

### Single cell capture, library construction and sequencing

Adipose tissues for cell preparation were from the male mice of two litters. At each time point, two mice, one from litter #1 and the other from litter #2, were sacrificed and subcutaneous iWAT were dissected and pooled. The lymph nodes in the tissues were not intended removed. Cells of stromal vascular fraction (SVF) of iWAT were prepared by enzymatic dissociation with collagenase VIII (sigma c2139)^29^. After removing dead cells with the dead cell remove kit (Miltenyi. 130-090-101), live cells were loaded into Chromium microfluidic chips and barcoded within a 10× Chromium Controller (10X Genomics), Single cell transcriptome were reverse-transcribed into cDNA library containing 10X cell barcodes and unique molecular identifiers (UMI) information. All procedures were performed with reagents from Chromium Next GEM Single Cell 3ʹ GEM, Library & Gel Bead Kit v3.1 (10X Genomics, Cat. No. 1000121), following the manufacturers’ protocol. All the libraries were sequenced in a PE150 mode (Pair-End for 150 bp read) on the NovaSeq platform (Illumina).

### Single-cell sequencing data processing

Raw sequencing reads of the cDNA library were mapped to the reference genome by 10X Genomics Cell Ranger (version 3.1.0)^43^. Genome Reference Consortium Mouse Build 38 (GRCm38) was used as reference for 10X Cell Ranger. High fraction reads in cells, and characteristic steep cliff of barcode rank plots indicated the negligible ambient RNA. Doublets cells were filtered out by Scrublet (https://github.com/swolock/scrublet)^44^.

Seurat (version 4.0.5, https://satijalab.org/seurat/index.html) was used to present quality control and defined cell types for all samples^45^. Cells with more than 20% mitochondrial UMI, less than 200 genes or more than 6000 genes were excluded from the downstream analysis. Genes with the log-fold change≥0.25and FDR < 0.05 were considered as differentially regulated genes of white adipocyte tissue. Then 31,053 features for 46,684 cells were used, and calculating clusters using a Louvain algorithm, 15 principal components, and a resolution of 0.5. Clusters were identified as neutrophils, mast cells, dendritic cells, Schwann cells, endotheliocytes, mural cells, nature killer cells, macrophages, B cells, T cells and preadipocytes using marker genes identified by previous studies^46–51^. Marker *Csf3r*, *Itgam*, *S100a9* was used to define neutrophils; Marker *Cpa3*, *Kit*, *Tpsab1* was used to define mast cells; Marker *Flt3*, *Relb*, *Batf3* was used to define dendritic cells; Marker *Sox10*, *Cdh19*, *S100b* was used to define Schwann cells; Marker *Jam2*, *Cdh5*, *Vwf* was used to defined endotheliocytes; Marker *Acta2*, *Actg2*, *Myh11* was used to defined mural cells; Marker *Il2rb*, *Klrd1*, *Prkcq* was used to defined nature killer cells; Marker *Cd86*, *Cd68*, *Mrc1* was used to defined macrophages; Marker *Ms4a1*, *Pax5*, *Cd19* was used to defined B cells; Marker *CD3d*, *Lef1*, *Trac* was used to defined T cells; Marker *Pdgfra*, *Lum*, *Apod* was used to defined preadipocytes. The marker genes for each cell type (e.g., preadipocytes, T cells and B cells) were obtained from previous studies. For example, markers of preadipocytes were obtained from Emont M, and Bäckdahl J^52^. Markers of T cells and B cells were obtained from Emont M and CellMarker^47^.

We further integrate clusters of these 15,348 cells which were defined as preadipocyte into DPP4, F3 and ICAM1 by specific expressed genes followed previous studies. Cells specific expressed *Dpp4* and DPP4 subpopulation markers were used to defined as DPP4 preadipocyte; Cells specific expressed *F3* and F3 subpopulation markers were used to defined as F3 preadipocyte; Cells specific expressed *Icam1* and ICAM1 subpopulation markers were used to defined as ICAM1 preadipocyte. Furthermore, the markers of DPP4 subpopulation such as *Akr1c18, Cd55, Anxa3*, markers of ICAM1 subpopulation such as *Vcam1, Fabp4*, and *Ggt5* were obtained from Merrick D. We continue integrate clusters of these 29,493 cells which specific expressed Ptprc were defined as immune cells into previous classification. Seurat was also used to find all DEGs in subclusters, and we set cutoff of FDR > 0.05, foldchange > 1.5 and pct.1 > 0.3. In addition, we also used the function FindAllMarkers (parameter: only.pos = TRUE, min.pct = 0.25, thresh.use = 0.25) to screen specifically DEGs of each subpopulation across preadipocytes and immune cells. These DEGs set were used to investigate gene ontology (GO) and kyoto encyclopedia of genes and genomes (KEGG) analysis with R package clusterProfiler (version 4.3.0.991, http://bioconductor.org/packages/release/bioc/html/clusterProfiler.html)^53^. We provide all these genes in Supplementary Data 3–6.

In order to investigate the dynamic development along with time in preadipocytes. We use monocle3 (version 1.0.0, https://cole-trapnell-lab.github.io/monocle3/) to construct trajectories of DPP4, ICAM1 and F3 preadipocyte, and order the beginning of cells in pseudotime based on preadipocyte clusters from 7 day^54^.

To infer cell-cell communications, we used CellPhoneDB (version 3.0.0, https://github.com/Teichlab/cellphonedb) to define these ligand-receptor pairs across cell types and across predisposes/immune cell clusters^36^. Ligand-receptor pairs for each two cell types or two clusters were explored. The ligand-receptor pairs with p-value less than 0.05 were defined as significance. BMP related ligand-receptors were collected from reported article and infer their interactions in preadipocytes individually.

### Flow cytometric analysis of SVF of iWAT

Inguinal adipose tissues were dissected. The lymph nodes embedded were peeled out mechanically dissociated by smashing on 100μm cell strainer (Falcon 352360). Meanwhile, the rest adipose tissue (AT) without LN were enzymatically dissociated with collagenase VIII. Fresh SVF isolated from iWAT were fixed with 10% calf serum (CS) in PBS for 30 min. Cells were washed with PBS with 0.2% CS and incubated with fluorochrome-conjugated antibodies against surface antigens in 2% CS- PBS. Stained cells were analyzed with a BD FACSVerse flow cytometer. The data was analyzed with FlowJo v10.7.0. T cells were identified as CD45+ CD3+, macrophages were as CD45+CD3−NK1.1−F4/80+, NKT were as CD45+F4/80+CD11c+, DCs were as CD45+CD3−NK1.1−F4/80−CD11c+, and B cells were as CD45+CD3−F4/80−CD11c−CD19+. The commercial antibodies used were CD45-BV605 (BD biosciences 30-F11), F4/80-PE-Cy7 (Biolegend BM8), NK1.1-PerCP-Cy5.5 (BD Biosciences PK136), CD3-FITC (Biolegend 17A2), CD11c-PE (Biolegend N418), and CD19-BV786 (BD Biosciences 1D3). All the antibodies were used at a 1: 200 dilution in 1% CS in PBS.

### Western blot

Homogenized mouse iWAT from one same litter were lysed in 2% sodium dodecyl sulfate (SDS) tris buffer (60 mM, pH6.8) containing protease inhibitor cocktail (Roche). 20–50 μg protein was separated by SDS-PAGE and then transferred onto a polyvinylidene fluoride (PVDF, 0.22 µm) membrane. The commercial antibodies used were as following: anti-β-actin (Sigma A1978), anti-UCP1 (Abcam ab234430), anti-ATGL (Cell Signaling Technology, 2138S), anti-HSL (Cell Signaling Technology 4107), anti-phospho-HSL (Cell Signaling Technology 4139), Anti-ACC (Cell Signaling Technology 3662), anti-FADS1 (abcam ab126706), anti-FADS2 (abcam ab232898), anti-SCD1 (Cell Signaling Technology 2794), anti-Glut4 (Cell Signaling Technology 2213), anti-PPARγ (Cell Signaling Technology 2430), anti-C/EBPβ (Cell Signaling Technology 3087) and anti-HSP90 (Santa cruz, sc-13119). Horseradish peroxidase­conjugated secondary antibodies: anti-mouse (Abcam ab6728), anti-Rabbit (Abcam ab6721). All the primary antibodies were used at a 1: 1000 dilution in 3% bovine serum albumin (BSA) in TBST. Secondary antibodies were used at a 1:8000 dilution in 5% non-fat milk in TBST. The uncropped images along with images with referring protein markers were shown in Supplementary Fig. S10.

### Histology

Dissected adipose tissue was fixed in 4% paraformaldehyde for 24 h at room temperature. Fixed tissues were embedded in paraffin, sectioned at 5 µm thickness, deparaffinized and rehydrated through graded concentrations of ethanol in water. Sections were then stained with hematoxylin and eosin (H&E) (Sigma-Aldrich). For immunohistochemistry (IHC) staining, sections were probed with primary antibody against UCP1 (Abcam ab234430, 1:500), and Mki67 (Abcam ab279653, 1:500) followed by biotinylated secondary antibody. Binding of second antibodies was visualized by using diaminobenzidine (DAB) chromogen A (Thermo Fisher).

### RNA sequencing of iWAT

Total RNA was purified from inguinal adipose tissue of mice at different ages. Each group had 3 mice. Uniquely indexed libraries were generated per sample with the NEBNext UltraTM RNA Library Prep Kit for Illumina (NEB,USA), according to the manufacturer’s instructions. Indexed libraries were sequenced using the Illumina Hiseq platform, generating 125 bp long paired-end reads, yielding a minimum of ~20 million total reads per sample. After assessing sequence quality, STAR was used to map reads to the mouse genome (mm10) with default setting values. Mapping efficiency was >95% in all experiments^55^. Then mapped reads were annotated and FPKM (Fragments per kilo base per million mapped reads) was calculated with genecode M19 annotation reference. protein coding genes with FPKM ≥ 1 were used for differential expression analysis with fold change 2 as cutoff. Differential expressing genes were used for gene ontology analysis in KEGG pathways. Pathways with *p* value < 0.05 were exported and visualized in Cytoscape (v.3.9.1, https://cytoscape.org/index.html) in which the node sizes and color presented number of mapped genes and *p* value, respectively^56^.

### Statistics and reproducibility

Data distribution was assumed to be normal but this was not formally tested. All data were analyzed using Graphpad Prism v8.0.2.263 and are represented in the figures as mean values ± SD. *P* values were determined by a two-tailed Student’s *t* test for comparing two groups. *P* values are indicated with *p < 0.05, **p < 0.01; ***p < 0.001 and ****p < 0.0001 on graphs. Where graphs are not labeled with an asterisk, any differences between the test groups and the control groups were non-significant. ‘n’ in the figure legends indicate the number of biologically independent replicates. Western blot and micrographs results are representative experiments of more than three biologically independent replicates.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary information

Description of Additional Supplementary Files

Supplementary data 1

Supplementary data 2

Supplementary data 3

Supplementary data 4

Supplementary data 5

Supplementary data 6

Supplementary data 7

reporting summary

## Data Availability

The raw data of RNA-sequence was deposited in GEO database under accession number GSE249814. Published dataset was downloaded from GEO (GSE128889)^18^. Numerical source data for all graphs can be found in supplementary data 7 file. Other data relate to the main results can be available upon request from authors: Dr. Shuwen Qian, E-mail: ; Dr. Zhao Zhang, E-mail: .

# Supplementary material for: A single-cell sequence analysis of mouse subcutaneous white adipose tissue reveals dynamic changes during weaning
**Source:** Commun Biol. 2024 Jun 29;7:787. doi: 10.1038/s42003-024-06448-3

Supplementary Materials for  
**A single-cell sequence analysis of mouse subcutaneous white adipose tissue reveals dynamic changes during weaning**

Shuwen Qian<sup>1, #</sup>, Chenyang Zhang<sup>1, #</sup>, Yan Tang<sup>1</sup>, Mengyuan Dai<sup>2</sup>, Zhihui He<sup>1</sup>, Hong Ma, Linyuan Wang, Qiqi Yang, Yang Liu, Wei Xu<sup>2</sup>, Zhao Zhang<sup>1, \*</sup>, Qi-qun Tang<sup>1, \*</sup>.

# These authors contribute equally.

**This file includes Fig. S1-S10**

**Fig. S1: Enrichments of differential expressed genes in mouse iWAT among different developmental stages.**

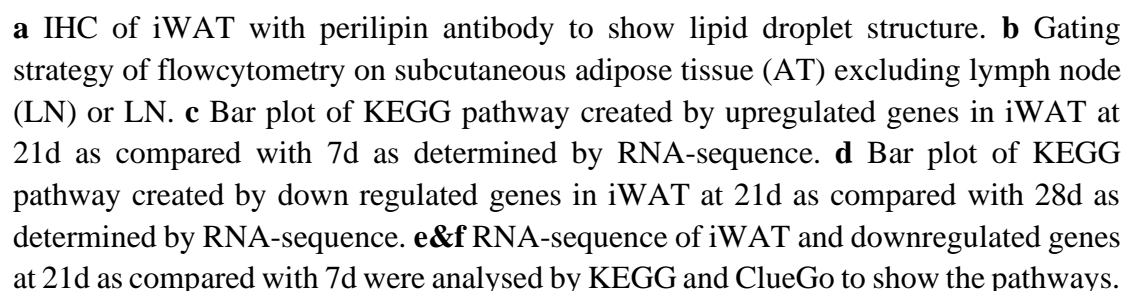

**g&h** RNA-sequence of iWAT and upregulated genes at 21d as compared with 28d were analysed by KEGG and ClueGo to show the pathways.

**Fig. S2: Composition of heterogenous cell types in iWAT at developmental times.**

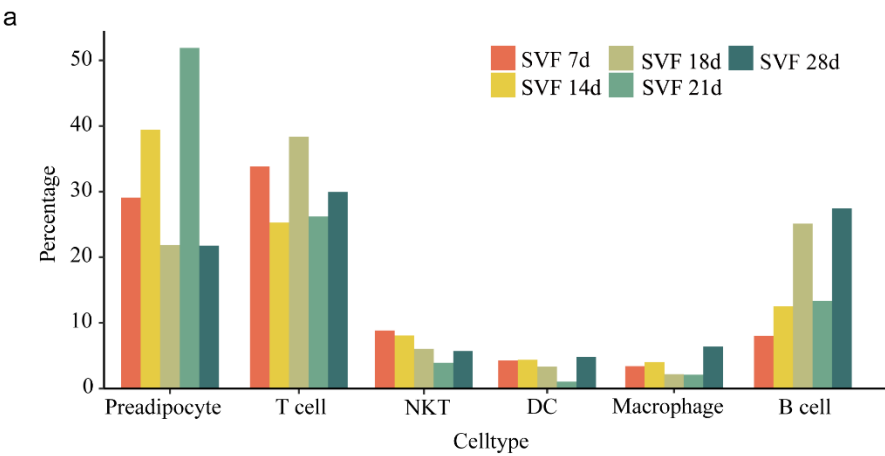

**a** Cell number percentages of all different cell types at different time points.

Fig. S3: Characteristic gene expressions of peadipocyte clusters.

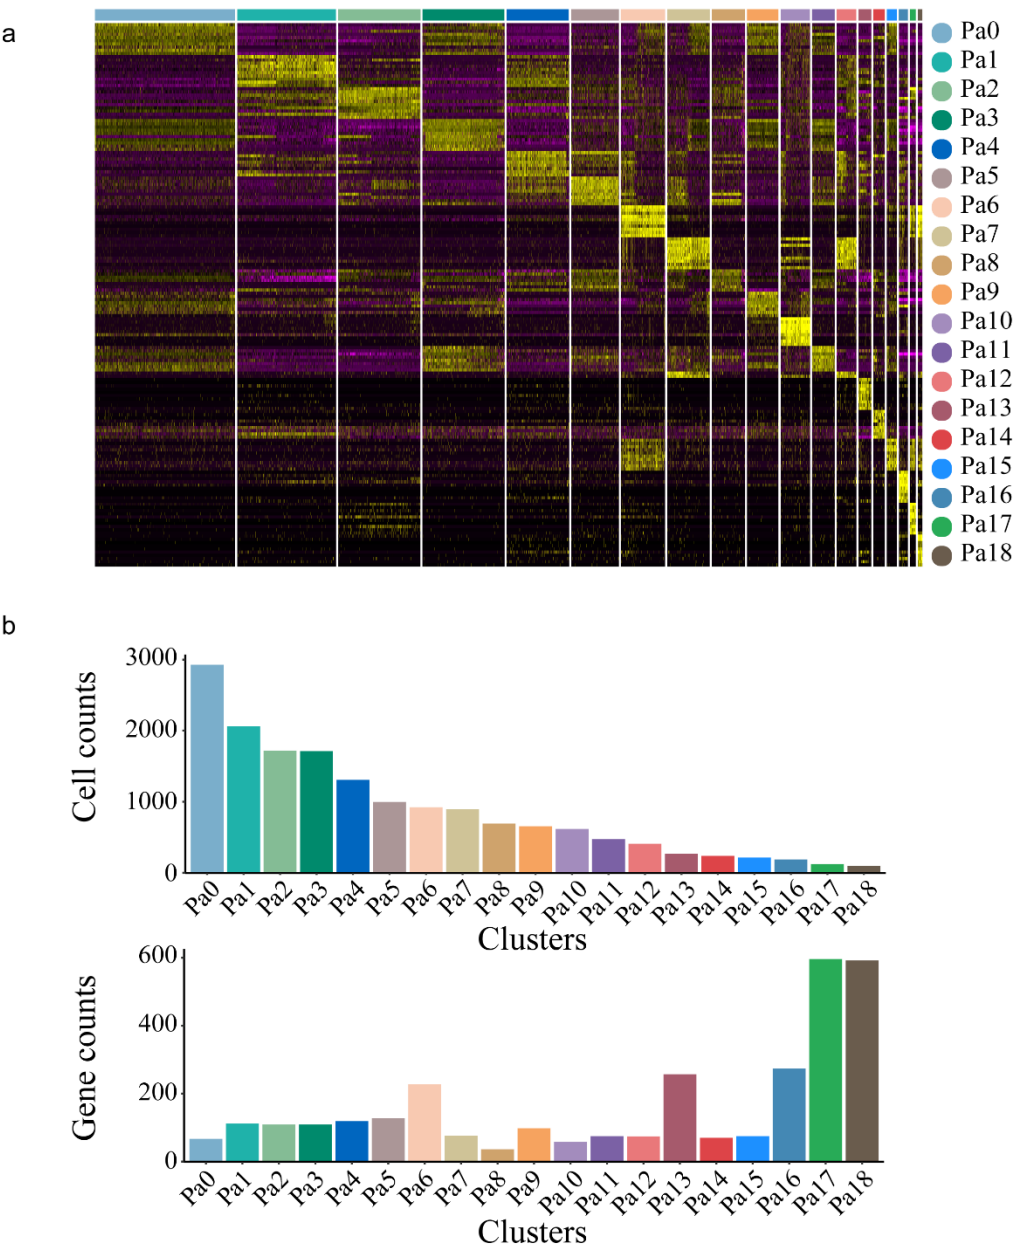

C

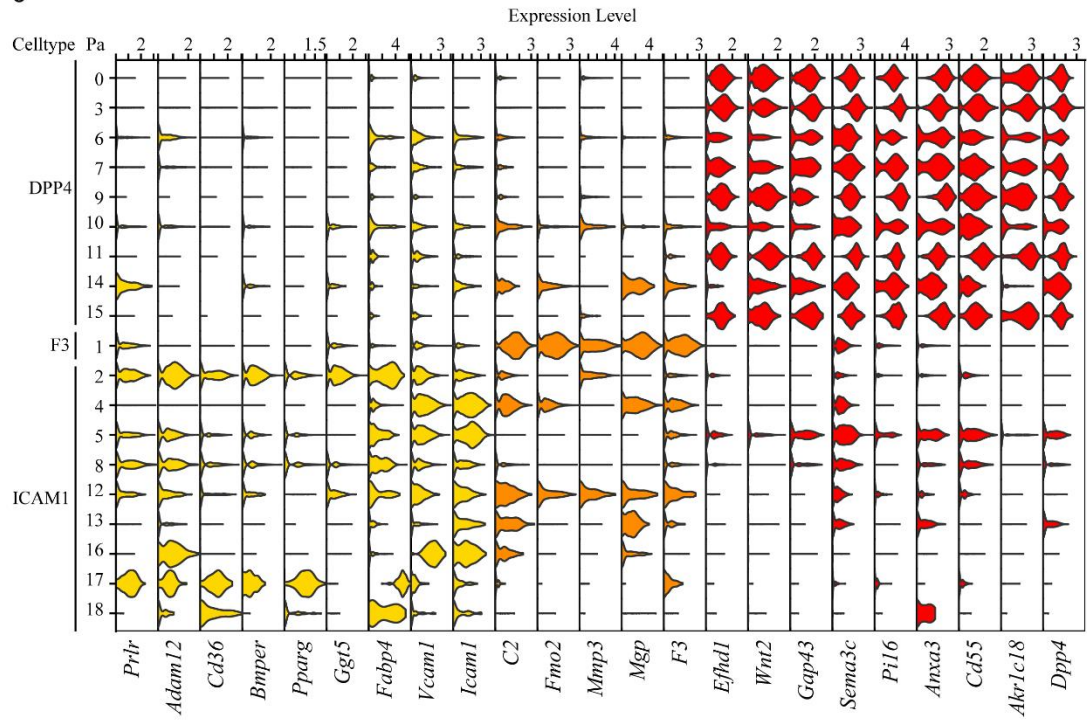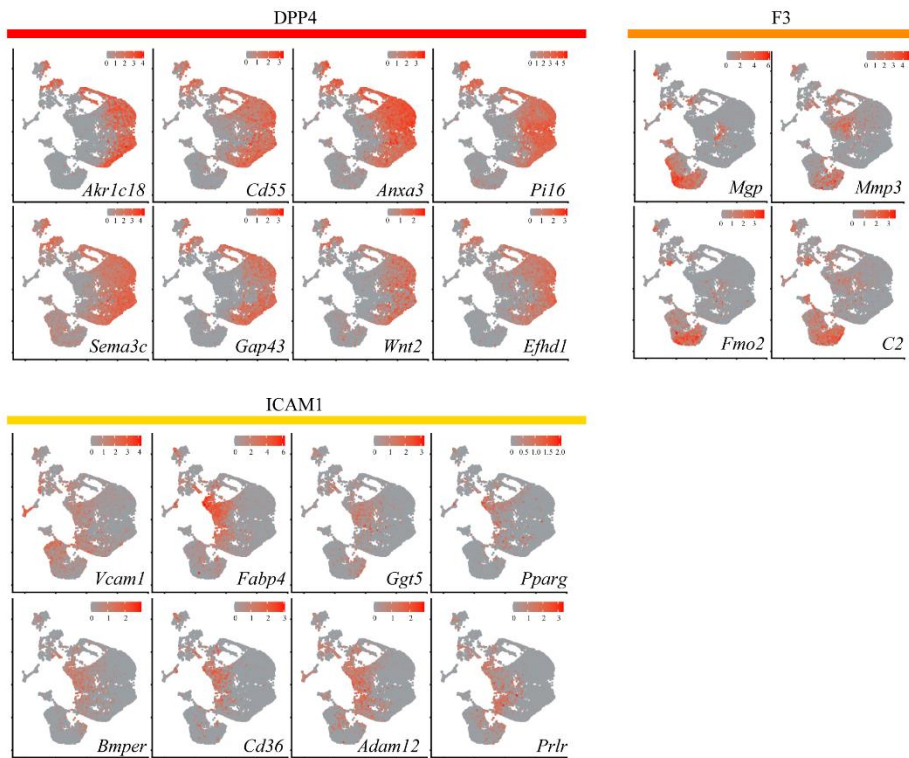

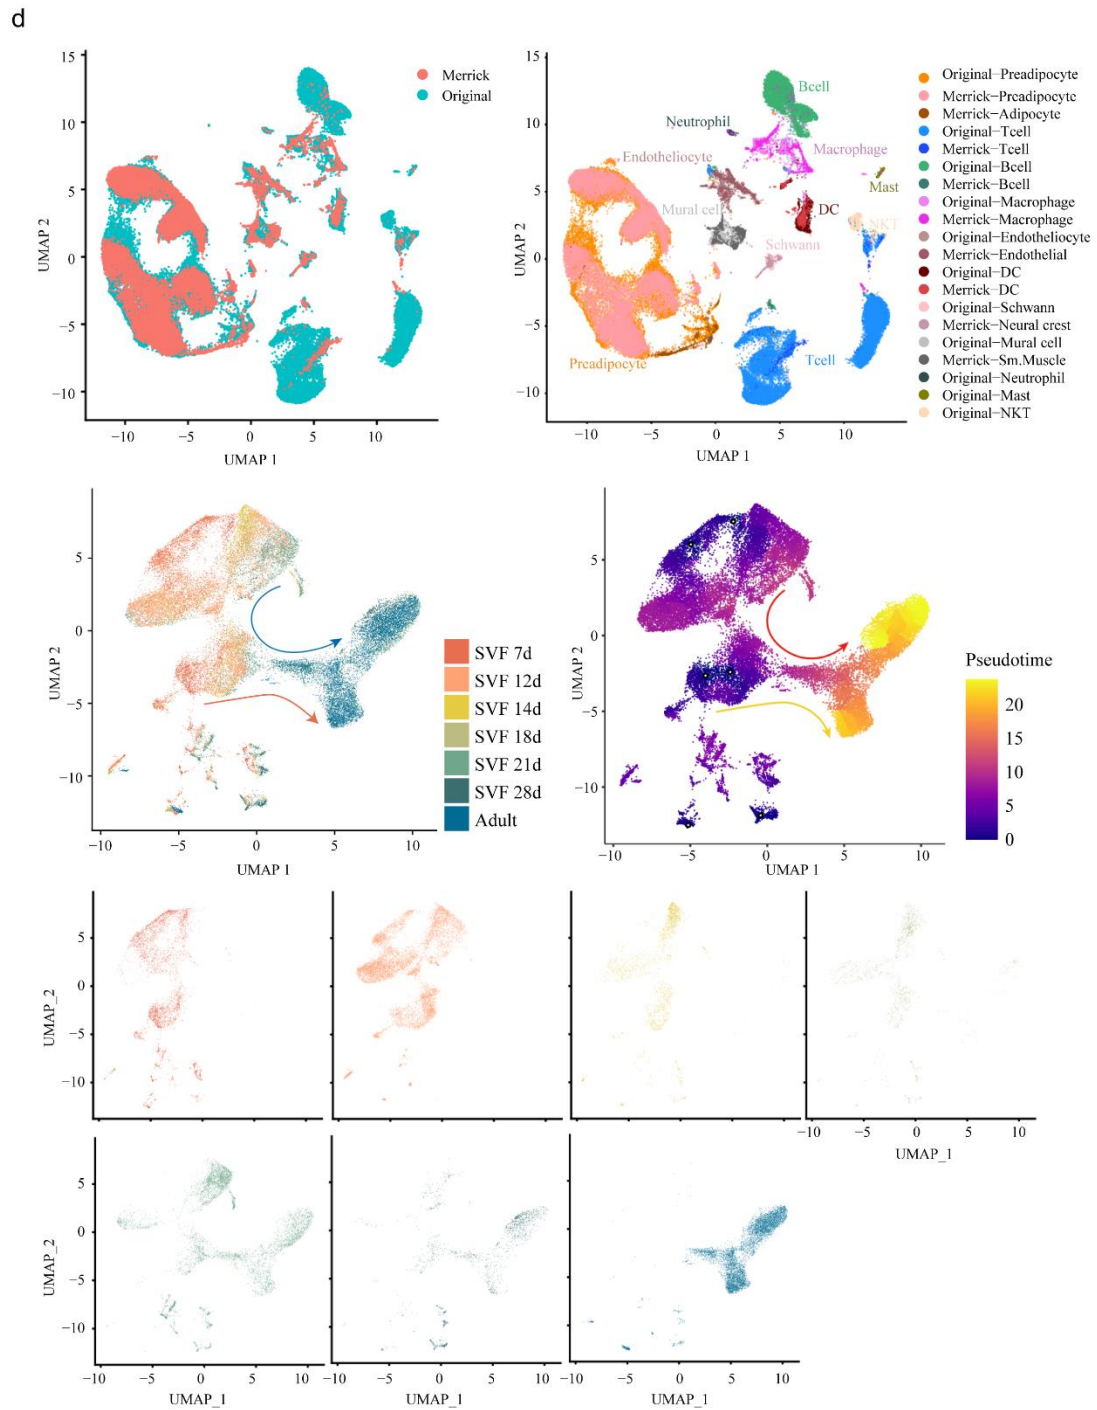

**a** Heat map of characteristic gene (top10) expressions in all preadipocyte clusters. **b** Cell counts (upper panel) and gene counts (lower panel) for all preadipocyte clusters. **c** Violin plot and UMAP projection show expression of marker genes in Pa clusters. **d** UMAP projection of cells integrating our and Merrick D's data.

**Fig. S4: Enrichment of genes in time-specific DPP4 preadipocytes.**

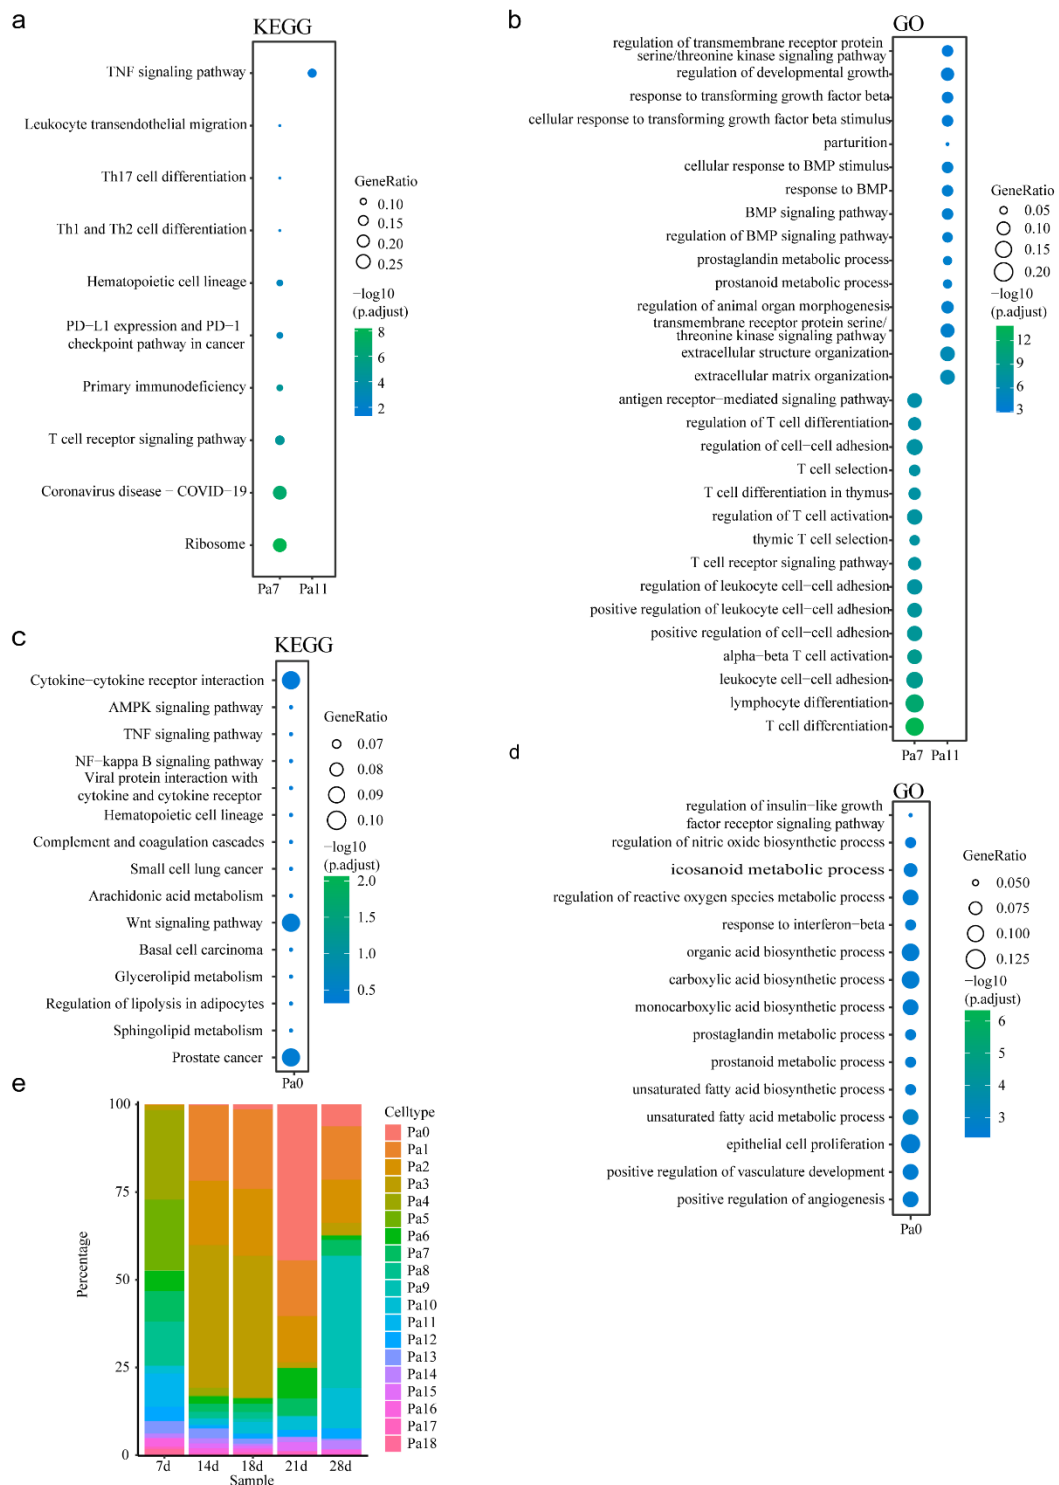

**a** KEGG analysis of characteristic genes in Pa7 and Pa11. **b** GO analysis of characteristic genes in Pa7 and Pa11. **c** KEGG analysis of characteristic genes in Pa0. **d** GO analysis of characteristic genes in Pa0. **e** Cell number percentages of all Pa0-P19 preadipocyte clusters.

**Fig. S5: Enrichment of genes in time-specific ICAM1 preadipocytes.**

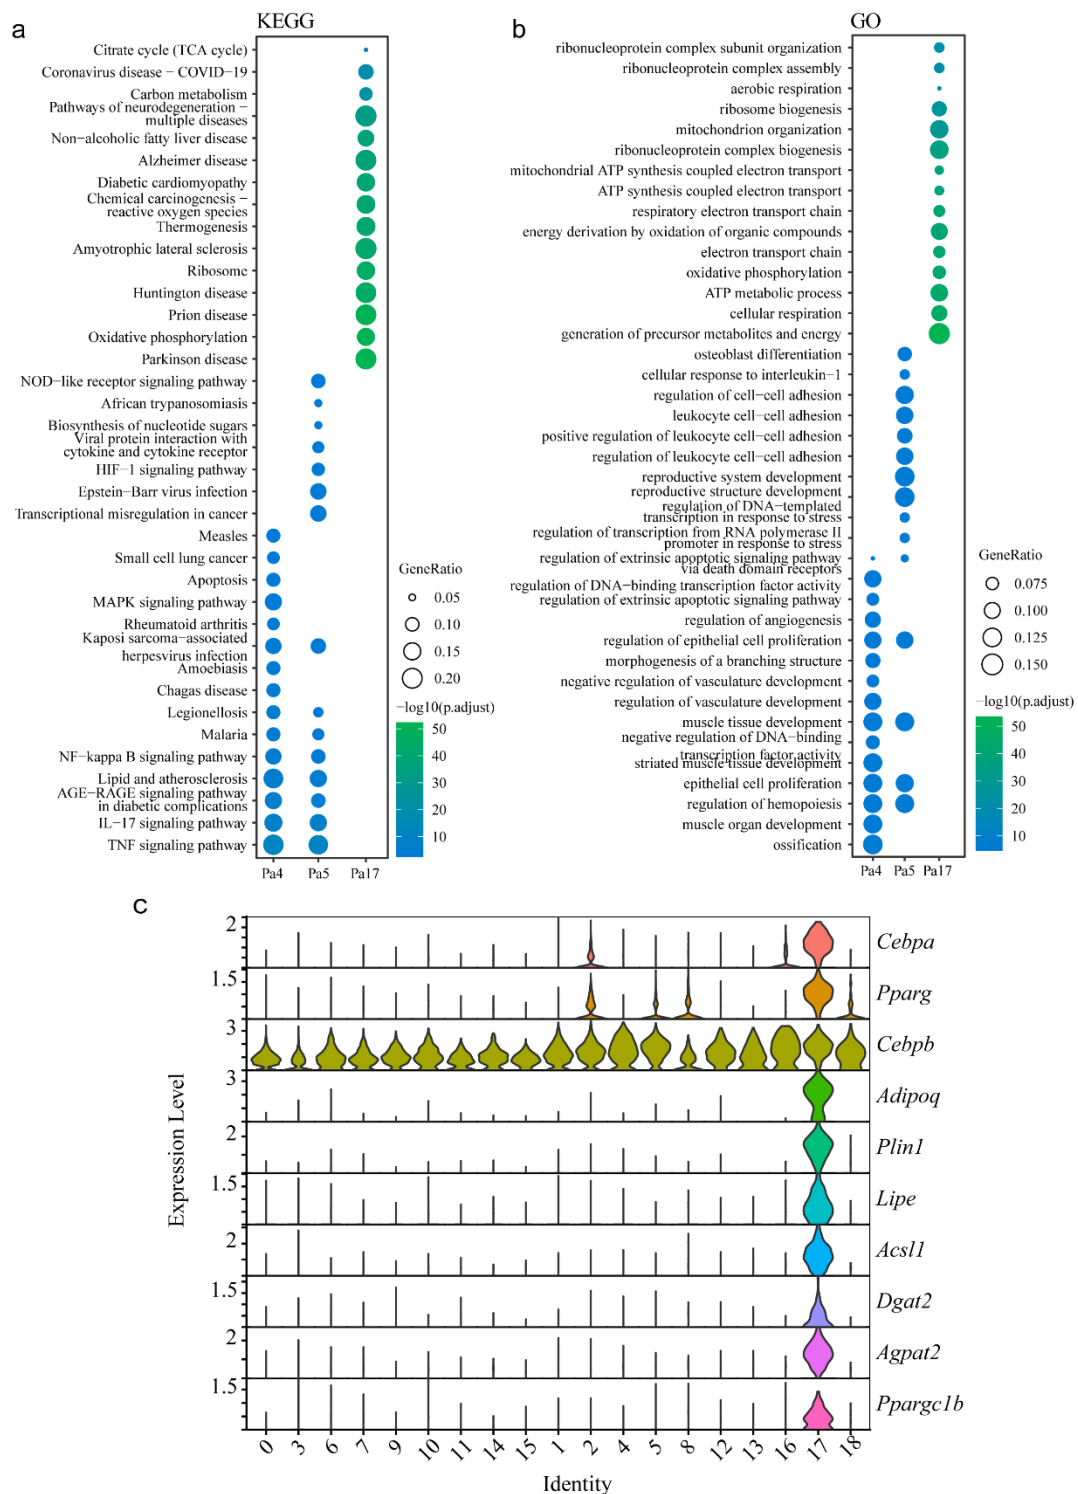

**a** KEGG analysis of characteristic genes in Pa4, Pa5 and Pa17. **b** GO analysis of characteristic genes in Pa4, Pa5 and Pa17. **c** Expression of some genes that are enriched in Pa17.

**Fig. S6: Enrichment of genes in time-specific F3 preadipocytes.**

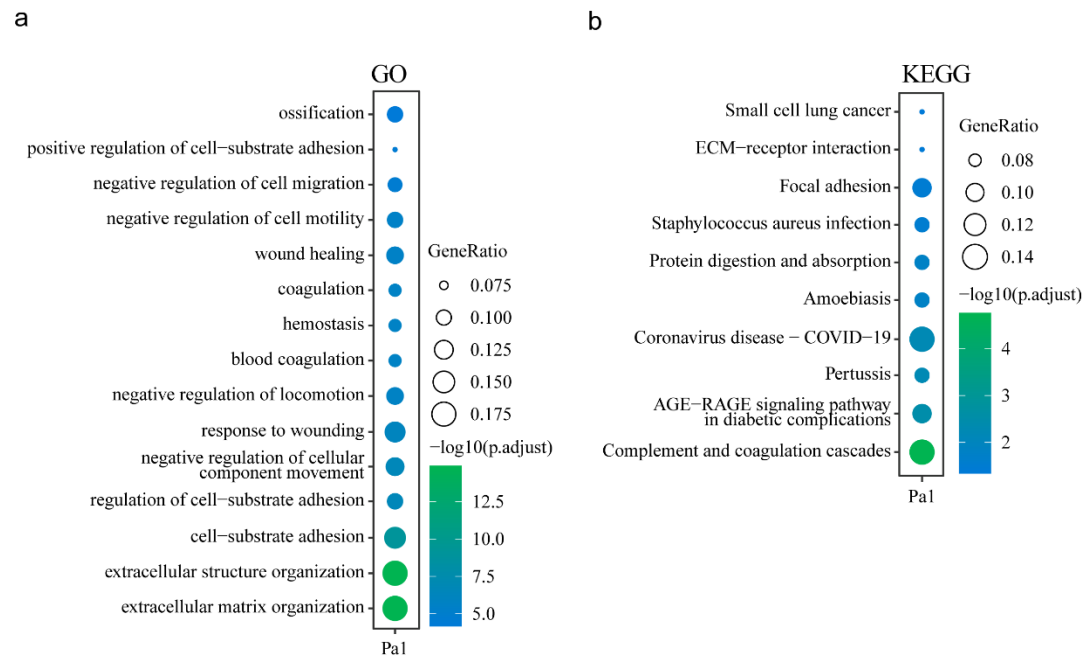

**a** KEGG analysis of characteristic genes in Pa1. **b** GO analysis of characteristic genes in Pa1.

**Fig. S7: Enrichment of genes in the two proliferating preadipocytes.**

a

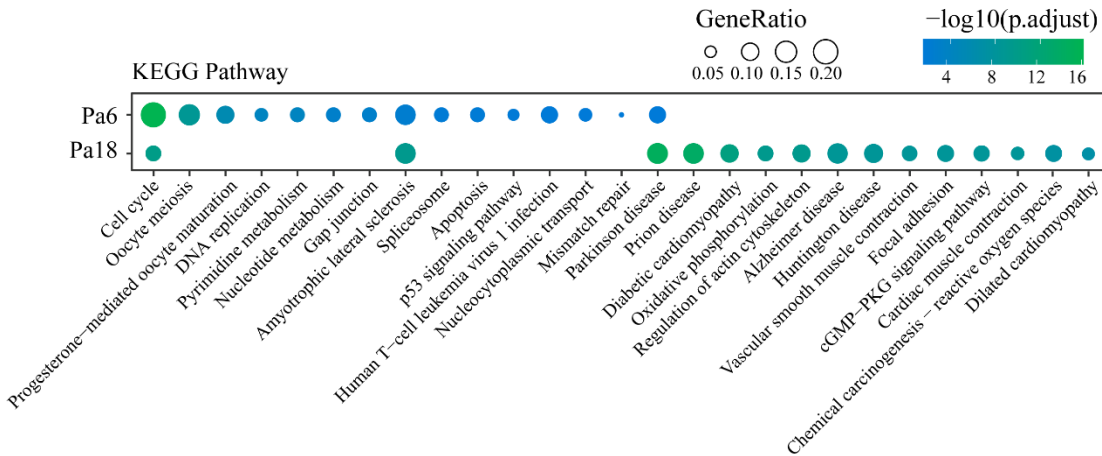

**a** KEGG analysis of Pa6 and Pa18, the two clusters with proliferative capacity. Top 15 pathways of all  $padj \leq 0.05$ .

Fig. S8: Developmental dynamics of immune cells in iWAT.

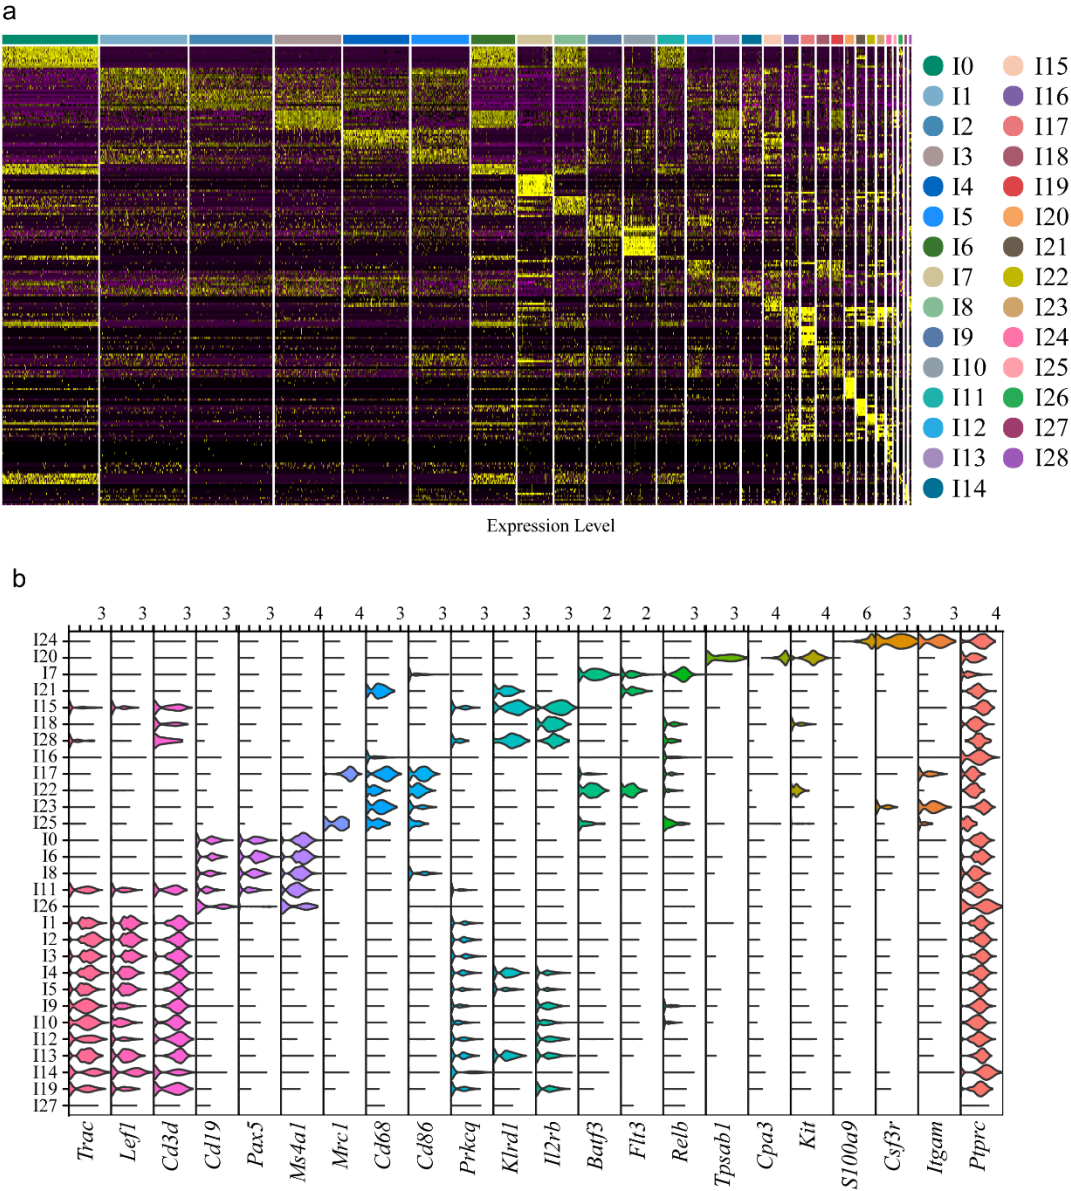

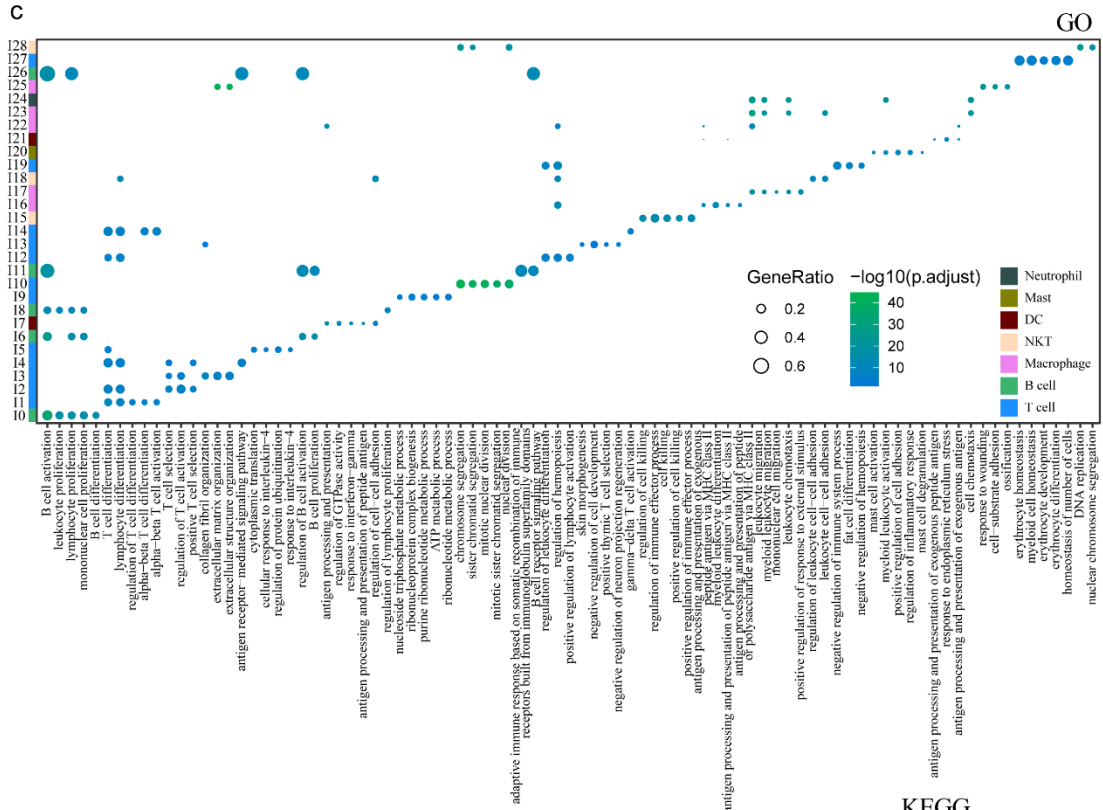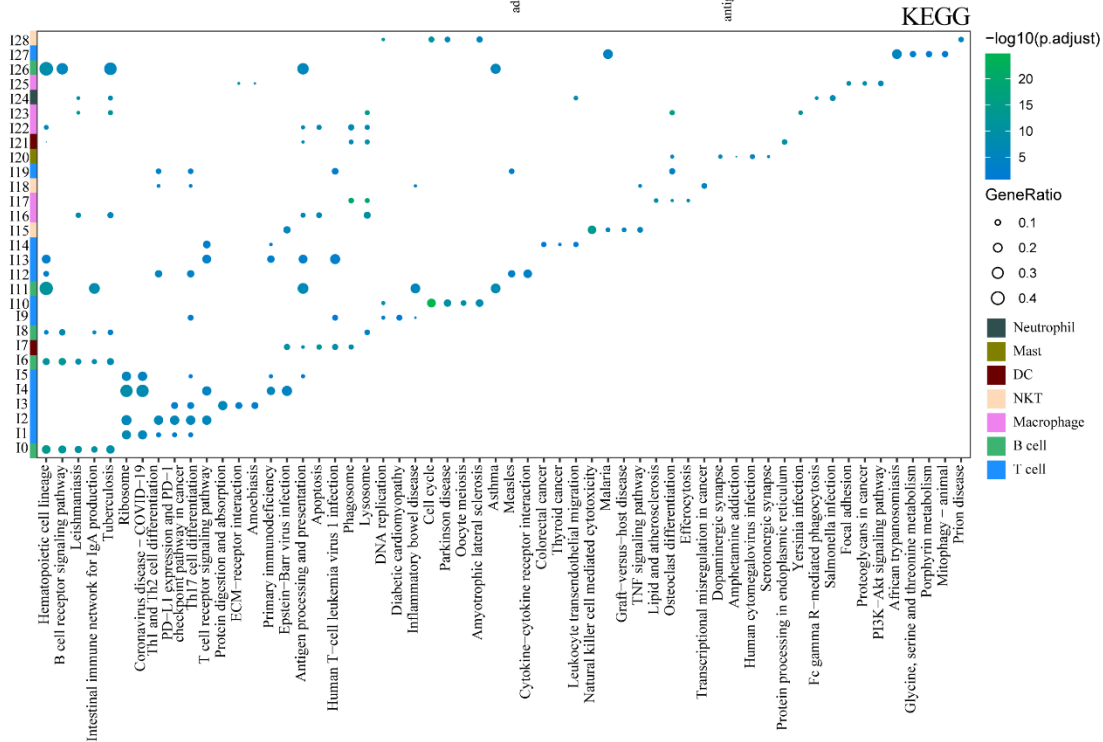

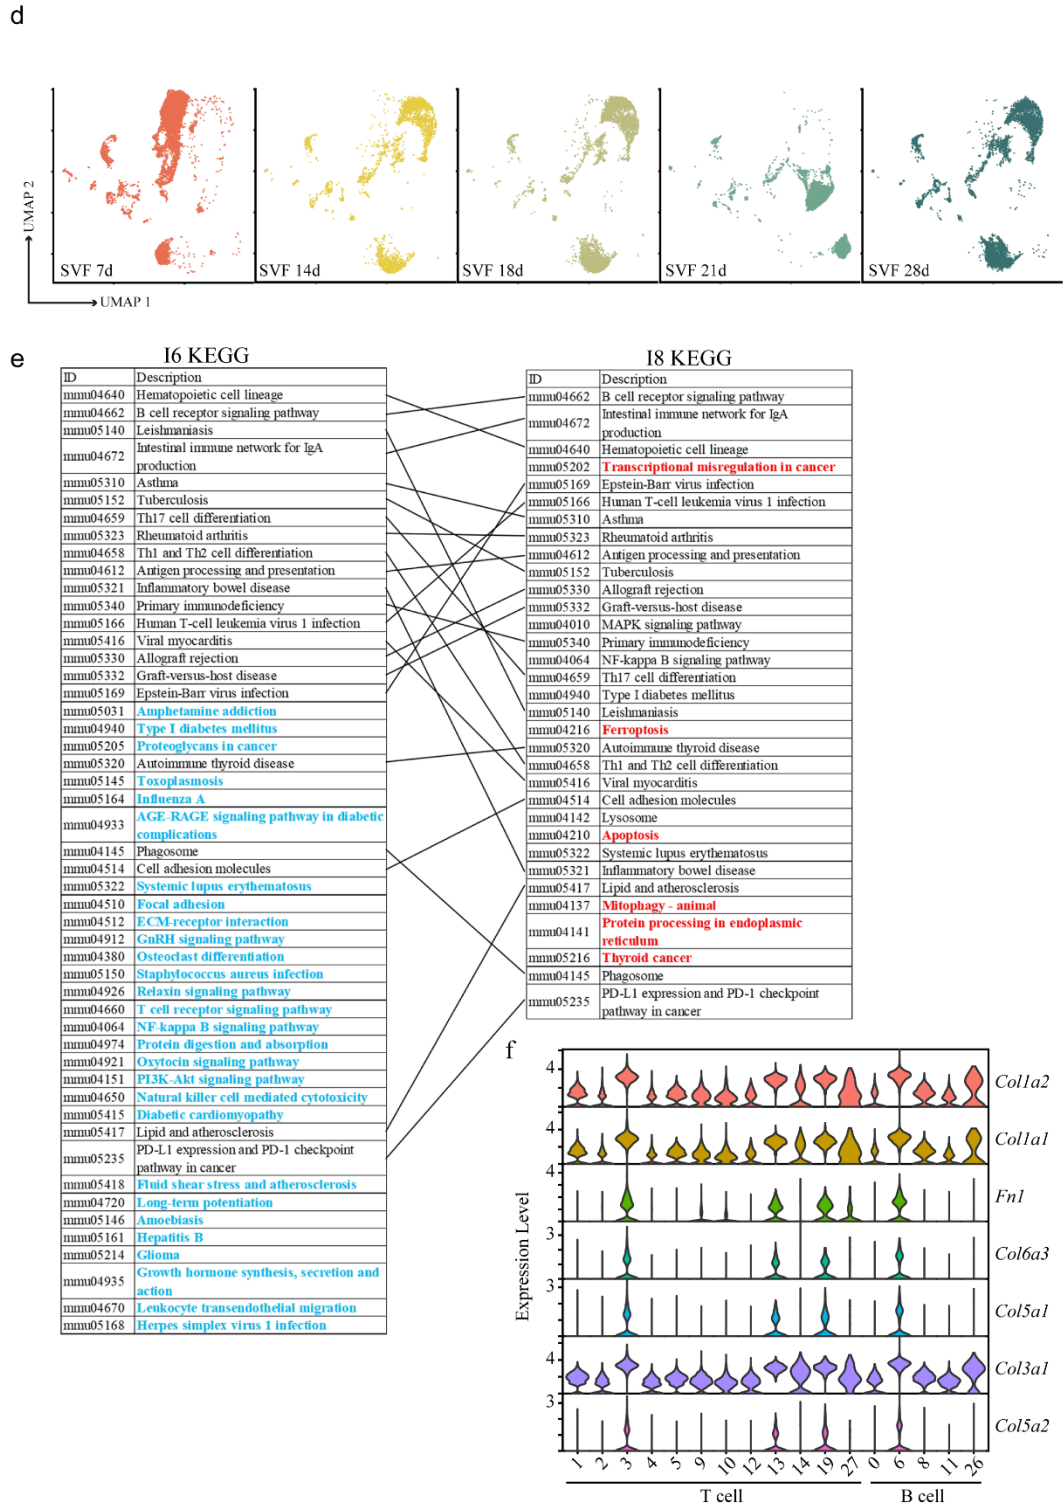

**a** Heat map of characteristic gene (top10) expressions in I0-I28 immune clusters. **b** Violin plot shows the express of marker genes for each immune cell cluster. **c** GO and KEGG analysis of genes in each immune cell clusters. **d** UMAP projections of immune cells clusters splitted by time points. **e** Comparison of KEGG pathways between I6 and I8 B cell clusters. **f** Expression of some extracellular matrix genes in T and B cells.

**Fig. S9: Cell-cell interaction in iWAT determined by ligand-receptors.**

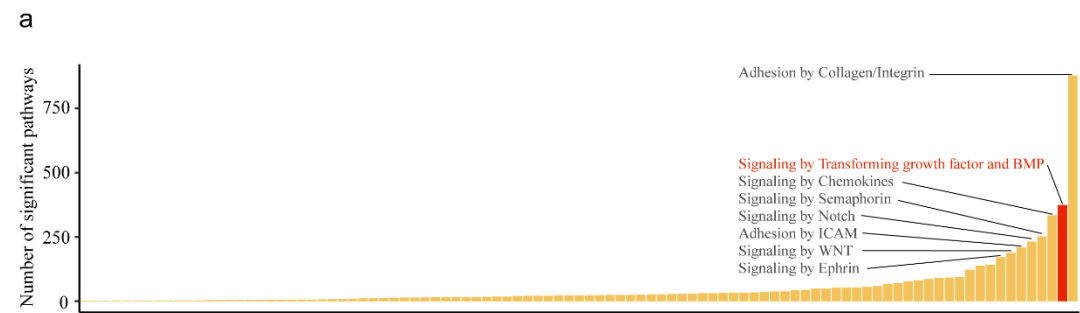

a The interactions between preadipocyte with other cell types in iWAT created by CellphoneDB with ranking of all families.

**Fig. S10: RAW data for Western blot in Fig. 1.**

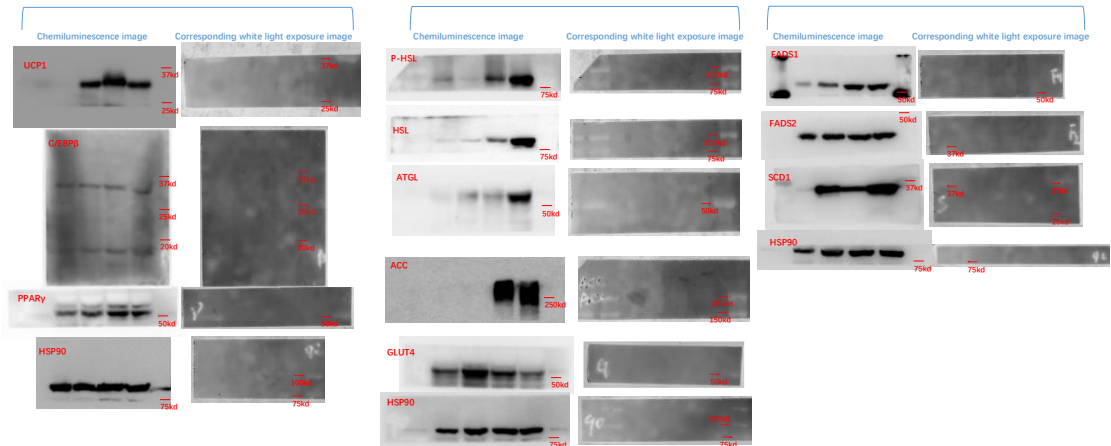

**Supplement:** Supplementary file 1 — Supplementary information

# Supplementary material for: A single-cell sequence analysis of mouse subcutaneous white adipose tissue reveals dynamic changes during weaning
**Source:** Commun Biol. 2024 Jun 29;7:787. doi: 10.1038/s42003-024-06448-3
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File name: Supplementary data 1

Description: Preadipocyte marker genes.

File name: Supplementary data 2

Description: Immune marker genes.

File name: Supplementary data 3

Description: GO of all preadipocytes subpopulations.

File name: Supplementary data 4

Description: KEGG of all preadipocytes subpopulations.

File name: Supplementary data 5

Description: GO of all immune cell subpopulations.

File name: Supplementary data 6

Description: KEGG of all immune cell subpopulations.

File name: Supplementary data 7

Description: Data behind all the bar graphs.

:

:

:

:

:

:

:

# Supplementary material for: A single-cell sequence analysis of mouse subcutaneous white adipose tissue reveals dynamic changes during weaning
**Source:** Commun Biol. 2024 Jun 29;7:787. doi: 10.1038/s42003-024-06448-3
**Supplement:** Supplementary file 10 — reporting summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Single cell transcriptome capture, Library construction and sequencing were created by 10 × genomics

Data analysis Graphpad Prism, Image J, Cytoscape, 10X Genomics Cell Ranger, Seurat

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The authors affirm that all raw data will be available in the supplementary materials, RNA sequence data is deposit in GEO database (GSE249814).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                              |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Mouse experiments: 5-8 in each group. RNA-sequence: 3 samples in each group; Single-cell RNA Sequence: SVF cells at each time point were pooled from 2 mice. |
| Data exclusions | No data was excluded from the analysis.                                                                                                                      |
| Replication     | Biological repeats were performed for each study.                                                                                                            |
| Randomization   | For experiments using mice, groups were determined by developmental times.                                                                                   |
| Blinding        | Investigators were not blinded to mouse age during experiments.                                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------|
| Antibodies used | All the antibodies are commercially available, and the names of suppliers are described in method. |
| Validation      | Validation is available on the manufacturer's website for use in mouse tissues                     |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                       |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All the mice were of C57/B6L background. Animals are male mice unless otherwise stated. Age of the mice are described in the methods. |
| Wild animals            | Not applicable.                                                                                                                       |
| Field-collected samples | Not applicable.                                                                                                                       |
| Ethics oversight        | All studies were approved by the Animal Care and Use Committee of Shanghai Medical College, Fudan University.                         |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Fresh SVF isolated from iWAT were blocked with 10% calf serum (CS) in PBS for 30 minutes. Cells were washed with PBS and incubated with fluorochrome-conjugated antibodies against surface antigens in 2% CS- PBS.

Instrument

Stained cells were analyzed with a BD FACSVerse flow cytometer.

Software

The data was analyzed with FlowJo.

Cell population abundance

Target cell populations were determined by positive surface marker staining.

Gating strategy

Immune cells were identified from CD45+ cells, and preadipocytes were identified from CD45- cells.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

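The data were 5 droplet libraries of single cells of the SVF of iWAT, 1 at each of 7, 14, 18, 21 and 28 d, each from 2 male mice pooled from 2 litters. The authors deposited counts, the UMIs per gene and cell, in 1 matrix without normalization. As their methods state, they mapped the reads to GRCm38 with Cell Ranger, removed doublets with Scrublet and removed cells with over 20% mitochondrial UMIs, under 200 genes or over 6000 genes. The library of each cell was taken from the suffix of its barcode, which was matched to the ages through the sample descriptions. The matrix held 46684 cells, and all of them lay within the stated limits. Total UMIs per library were 128841585, 50432106, 42690542, 126849628 and 60812002 at 7, 14, 18, 21 and 28 d. Positions of genes came from GENCODE M21 on GRCm38, and the release that the authors used for the single-cell data is not named in the paper's text. Bulk RNA sequencing, flow cytometry, staining, protein and metabolic data were not analysed here, and CellPhoneDB, trajectories and the integration with another study's cells were not run.

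Counts of each cell were divided by their sum, multiplied by 10000 and log transformed. The 2000 most variable genes were scaled, limited to 10 standard deviations and reduced to 15 principal components. A graph of shared neighbours over the 20 nearest cells was clustered with the Louvain algorithm at resolution 0.5, as the best of 3 starts with the seed 7. Preadipocyte-like cells, and immune-like cells, were clustered again in the same way with newly chosen variable genes at resolution 1. No integration across libraries was made. Lists of marker genes for 14 cell types, 3 subpopulations of preadipocytes and 2 states (cycling and adipogenic) were written before the data were examined. A marker counted for a cluster when it had a UMI in at least 25% of the cells and a CPM at least 2 times that of the median cluster, with 10 added to both. Among the types with at least 3 such markers, a cluster took the name of the one with the most markers among its 10 leading genes and then the most markers that counted, and it stayed without a name when 2 types each had at least 75% of their list. Sub-clusters of preadipocyte-like cells were named after the subpopulations in the same order, and 2 or more markers of another cell type among their leading genes also counted against the name. Clusters and sub-clusters stayed without a name when the 10 leading genes held more markers of another list than of their own, or when their cells were far shallower than their library and no marker of their own led them. These naming rules went through 5 forms, and the later forms were written after shares by age had been seen, so the shares of the subpopulations by age are not independent of that choice. Epithelial, muscle, type 2 innate lymphoid and neutrophil lists named no cluster of all cells, and cells that the type 2 innate lymphoid list named among the re-clustered immune-like cells were counted as T-like.

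The level of a gene in a group of cells is its CPM, the UMIs of the gene summed over the cells of 1 library and scaled to 1000000 UMIs of those cells. Means over the 5 libraries weight the libraries equally. For shares of cells with a UMI, each cell was thinned at random to 1000 UMIs and shallower cells were left out. Shares have exact Clopper-Pearson and sums of UMIs exact Poisson intervals at 95%, which cover counting error only, and a count of 0 was given a limit of 3 counts. Ratios of counts have exact conditional intervals. With 1 library per age no test between ages was possible and none was made, and no cell was treated as a replicate. Lists of 8 ECM genes, 5 of them named in the paper's text and Col1a1, Col1a2 and Col3a1 added, 8 other genes of preadipocytes, 12 immediate-early genes and 10 genes of the NF-κB response were summed by class and age. For the TGFβ superfamily, a list of 45 pairs of a ligand and a receptor complex was used, with a gene counted as present when at least 10% of the thinned cells had a UMI of it. Doublets were simulated in each library from random pairs of its cells, as many as it had cells, and scored as the share of simulated doublets among the 20 nearest neighbours of a cell, and a cell counted as doublet-like above 50%. The genes named in the text are those the paper names in its single-cell results, and the 10 genes with the largest ratio of the CPM at 21 d over the highest other age, among genes with at least 100 UMIs, in T-like, B-like and preadipocyte-like cells, and at 7 d in preadipocyte-like cells. Marker genes in the paper's figures and supplementary tables had been seen when this rule was written. Leading genes of clusters and single genes of the tests were named in addition.

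The alternatives were a stricter cell filter (at least 500 genes and at most 10% mitochondrial UMIs), resolution 1 for all cells and 0.5 for the preadipocyte-like cells, 30 principal components, genes centred within each library, cells that scored as doublets left out, and for single results other gene weights, denominators, thinning depths and shares of cells. The ranking of genes by their ratio was tested on simulated data for the preadipocyte-like cells of 21 d alone, in which 200 genes were raised 4 times in 1 library and all 200 were among the 200 with the largest ratio. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9 and matplotlib 3.10.9 were used.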

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

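Of the tests in this part, the one on a response shared by the cell types of the 7 d library was chosen after the result was seen, as was the choice to leave out the cells of 1 cluster in the test on free RNA, and the rest of that test was chosen before.

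Genes of preadipocytes outside the ECM genes had UMIs in T-like cells at 21 d. The 8 genes Dcn, Gsn, Lum, Clec3b, Apod, Pi16, Serpinf1 and Igfbp6 came to 1323 CPM there, against 186, 157, 102 and 264 CPM at 7, 14, 18 and 28 d. This drew attention because the genes lie outside those the paper discusses for T cells and have far more UMIs than a count of 0 allows. A technical explanation is free RNA from preadipocyte-like cells in the 21 d library. If it were the cause, other immune-like cells would carry the ECM genes at a similar level and the non-ECM genes would rise like the ECM genes, and if not, the rise would be in T- and B-like cells alone or in the ECM genes alone. The log2 ratio of 21 d over the highest other age was 2.32 for the non-ECM genes against 2.37 for the ECM genes in T-like cells, and 2.44 against 2.57 in B-like cells. ECM genes at 21 d were at 0.996 times the T-like level in NK/NKT-like, 0.941 times in DC-like and 1.93 times in macrophage-like cells. These values are the outcome named for free RNA, with the limit that the ratios of the 2 lists have unlike reference ages, as given below. The log2 ratio of the ECM genes was lower in these classes, 1.14 in NK/NKT-like, 0.14 in DC-like and 1.25 in macrophage-like cells, and in mast-like cells it was -0.93, with 14 d highest. The ratio of the non-ECM genes was 2.06, 0.99, 2.11 and 0.24 in these 4 classes. Outside the immune-like cells, the non-ECM ratio was 0.0729 in endothelial-like, 0.0355 in mural-like and -0.562 in Schwann-like cells. The ECM ratio there was 0.458, -0.0162 and 0.646. Ratios of the size seen in T- and B-like cells were absent from these non-immune classes, which had 37, 48 and 34 cells at 21 d. However, endothelial-like cells of 21 d had 1425 CPM of Col1a1 and 2377 CPM of Col3a1, near the 1440 and 2350 CPM of T-like cells. Mural- and Schwann-like cells had at least 2253 and 1698 CPM of Col1a1 at each age, which can mask such a rise. The small ratios therefore do not argue against free RNA. A cluster of 114 deep cells led by Mgp, Sparc and Bgn held a part of the DC-, macrophage- and mast-like cells, so their sums are in part those cells and not free RNA. Without it the ECM ratios were 2.25, 1.80 and 2.41 and the non-ECM ratios 1.54, 1.33 and 1.86. The highest other age was 7 d for the ECM and 28 d for the non-ECM genes, as in T- and B-like cells. In preadipocyte-like cells the ECM genes came to 95315 CPM at 21 d and 76375 CPM at 7 d. The non-ECM genes came to 22366 CPM at 21 d and 31087 CPM at 28 d. Free RNA alone could thus give unlike ratios, so the gap between the lists decides nothing. Without that cluster, the ECM genes in DC-, macrophage- and mast-like cells at 21 d were at 0.614, 0.730 and 0.941 times the T-like level. They were at 0.428, 0.509 and 0.656 times the B-like level. The rise was thus not in T- and B-like cells alone. Rnf225, which had the second largest ratio in T-like cells, was higher there than in preadipocyte-like cells and is not explained by their free RNA. Doublets as the whole cause are argued against by the ECM ratios without the cells that scored as doublets, 2.50 in T-like and 2.72 in B-like cells. The T- and B-like cells of 21 d were also the shallowest of the 5 ages, with medians of 3909 and 2590.0 UMIs, which raises the share of a given amount of free RNA, and this part was not tested. The part expected from free RNA was 88.8% of the ECM UMIs in T-like and 89.2% in B-like cells at 21 d, and from 85.1 to 139% and from 86.4 to 149% at the other ages. The remainder at 21 d thus lies within the error of this estimate and decides nothing. ECM expression by T and B cells themselves at this age stays open, as does an effect of handling in this library.

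The NF-κB list without Icam1 came to 1923 CPM in T-like cells at 7 d, against 1065, 719.9, 1080.2 and 449 CPM at 14, 18, 21 and 28 d. This drew attention because the paper does not discuss these genes in T cells. It was examined because Icam1 in preadipocyte-like cells, and with it the ICAM1 subpopulation, was highest at 7 d, at 7.08 times the highest other age. A technical explanation is a response of all cell types of the 7 d library during dissociation or handling. It predicts that both the NF-κB list and the immediate-early list are highest at 7 d in most other classes. The NF-κB list was highest at 7 d in 6 of the 6 other classes examined (T-, B-, DC-, macrophage-, endothelial- and mural-like), and the immediate-early list in 3 of 6. In T-like cells the immediate-early list came to 3804, 4790.0, 3924, 5827 and 2117 CPM at 7, 14, 18, 21 and 28 d, so that 7 d was not the highest. Icam1 at 7 d was 3.84 times the highest other age in T-like, 4.20 times in B-like, 4.08 times in macrophage-like, 5.95 times in endothelial-like, 2.91 times in mural-like and 1.11 times in DC-like cells. With 1 library at 7 d, a response to handling and a difference of age cannot be told apart, and the 2 lists went different ways.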

How the results depend on the processing

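Sub-clusters named from enriched markers alone or with a single marker of another type counting against the name, classes taken from the clustering of immune-like cells, and thinning to 3000 UMIs were chosen after the data were examined, and all other alternatives before. The rules for naming clusters were also revised after shares by age had been seen. No result here comes from replicates, so a value was taken to have moved when it left the interval of counting error, or 1.5 times for a count of pairs.

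The excess of preadipocyte-like cells at 21 d stayed within its interval under its 5 alternatives, from 10.7 to 12.6 percentage points, as did the cycling share (21 d over the highest other age), from 4.16 to 5.32 points, and the DC-like share (21 d from the lowest other age) under its 6 alternatives, from -2.35 to -2.20 points. ECM genes in T-like and B-like cells moved under each of their 5 alternatives and kept a ratio far above 0 on the log2 scale under 4. The fifth, the subtraction of free RNA, leaves a remainder within the error of the estimate. The adipogenic share reversed under all 5 alternatives.

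Under the stricter cell filter, the DPP4-like excess moved from 4.58 to 8.29 points, the difference for F3-like cells at 7 d reversed from -13.5 to 3.52 points, the adipogenic difference reversed from -3.91 to 0.857 points, and the ECM log2 ratios moved from 2.37 to 2.33 in T-like and from 2.57 to 2.70 in B-like cells. At the other Louvain resolution, the ICAM1-like excess moved from 7.46 to 15.9 points, the F3-like difference to -17.2 points, and the adipogenic difference reversed to 0.571 points. With 30 principal components, the macrophage-like difference reversed from -0.129 to 0.205 points, the NK/NKT-like difference reversed from 0.9746 to -0.0641 points, the ICAM1-like excess moved to 17.6 points, the F3-like difference to -15.8 points and the T-like share of immune-like cells from 61.4% to 59.0%, and the adipogenic difference reversed to 0.596 points. With genes centred within each library, the macrophage-like difference reversed to 0.223 points, the NK/NKT-like difference moved to 2.82 points, the DPP4-like excess to 1.31 points, the ICAM1-like excess to 4.45 points, the F3-like difference to -15.2 points and the T-like share to 57.0%, and the adipogenic difference reversed to 0.614 points. Without the cells that scored as doublets, the macrophage-like difference reversed to 0.291 points, the NK/NKT-like difference moved to 3.89 points, the DPP4-like excess to 11.7 points, the ICAM1-like excess to 1.41 points and the T-like share to 52.9%, the F3-like difference reversed to 1.67 points and the adipogenic difference to 0.686 points, and the ECM ratios moved to 2.50 and 2.72. For these shifts the cause was not tested.

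With sub-clusters named from enriched markers alone, the ICAM1-like excess moved to 12.6 points and the F3-like difference reversed to 18.9 points, which shows that it rests on the name of the sub-clusters of 7 d that carry F3 markers. With the classes from the clustering of immune-like cells, the NK/NKT-like difference moved to 0.222 points. The ECM ratios in T-like and B-like cells moved to 2.41 and 2.51 without Col1a1, Col1a2 and Col3a1, to 2.39 and 2.51 with the median over single genes, and to 1.96 and 2.24 after subtraction of free RNA, which left values under 0 at 14, 18 and 28 d, so that these 2 ratios rest on small remainders.

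No TGFβ superfamily pair was counted between preadipocyte-like and endothelial-like cells after thinning to 1000 UMIs with a share of 10%, and differences were 0. With a share of 5% the difference between 21 d and the highest other age moved to -3 pairs. Without thinning it moved to 8 pairs and the difference to the next partner class at 21 d to 15 pairs, and with thinning to 3000 UMIs they moved to 4 and 5 pairs. A share of 10% of thinned cells needs a level that few ligands and receptors reach, so at this depth the pairs are a limit of detection.

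Of 1801 CPM values of named genes in classes of cells, 317 moved under the stricter filter, 822 with the mean over cells in place of the sum, and 1369 with mitochondrial and ribosomal protein genes left out of the total, where all became higher, with a median ratio of 1.29. They moved by over 1.5 times in 68, 259 and 359 values. Of 324 shares of cells with a UMI, 321 moved without thinning, all upwards, by a median of 5.38 times, and 270 with thinning to 500 UMIs, to a median of 0.579 times.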

Differences from the paper's values

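The paper reports that its largest preadipocyte cluster held 40% of the preadipocytes at 21 d. Here the largest sub-cluster held 25.7%. Of the alternatives set before the data were examined, the stricter cell filter, with 28.8%, and the other Louvain resolution, with 51.7%, came within 1.5 times of the paper's value, and 30 principal components, with 23.6%, centring within libraries, with 21.6%, and the removal of doublet-like cells, with 23.2%, did not.

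The paper's share of NKT cells among all cells was about 8.8, about 8, about 6, about 4 and about 5.7% at 7, 14, 18, 21 and 28 d in Fig. S2a, read by eye. The NK/NKT-like share here was 0.0582, 1.84, 1.08, 1.03 and 1.40%. At 7 d none of the 5 alternatives set before the data were examined came within 1.5 times of the paper's value, with the highest, 1.31%, under 30 principal components. At 14, 18 and 28 d only the removal of doublet-like cells did, with 6.63, 6.01 and 8.23%. At 21 d the removal of doublet-like cells, with 4.33%, and centring within libraries, with 2.91%, did, and the other 3 did not. Without doublet-like cells the NK/NKT-like class grew from 409 to 1657 cells, while T-like cells fell from 17954 to 13132. Cells of other classes thus took the NK/NKT-like name. The closer shares therefore do not show that doublets explain the gap to the paper.

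The paper's share of DPP4 preadipocytes at 21 d was about 66% in Fig. 3b, read by eye, and the DPP4-like share here was 43.5%. The paper's 3 shares are over the clusters designated DPP4, F3 or ICAM1, while 24.4% of the preadipocyte-like cells of 21 d have no such name here. Among the cells with a subpopulation name, a base chosen after seeing the data, the DPP4-like share was 57.5%, within 1.5 times of the paper's value. The stricter filter gave 54.6%, the other resolution 53.3% and the removal of doublet-like cells 55.2%, each within 1.5 times of the paper's value, while 30 principal components, with 42.7%, and centring, with 43.0%, did not come within it. All 5 were set before the data were examined. The paper's share of ICAM1 preadipocytes at 7 d was about 77% in Fig. 3b, read by eye, and the ICAM1-like share here was 34.6%, with 49.6% of the cells without a subpopulation name. Among the cells with a name, the same base, it was 68.6%, within 1.5 times of the paper's value. On this base it was 45.2% with centring and 44.5% with sub-clusters named from enriched markers alone. Neither of these came within 1.5 times of the paper's value. Over all preadipocyte-like cells, none of the 5 alternatives set before the data were examined came within 1.5 times of it, from 23.5% with centring to 37.9% with 30 principal components. The paper's share of F3 preadipocytes at 7 d was about 0% in Fig. 3b, read by eye, and the F3-like share here was 0.459%. With 30 principal components it was 0.121%, and under the other 4 alternatives set before the data were examined it was higher, from 0.580% at the other resolution to 19.9% without doublet-like cells.

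Some directions also differed. The paper gives the NKT share as lowest at 21 d. Here the NK/NKT-like share was lowest at 7 d, and 21 d lay 0.9746 percentage points above it. With 30 principal components 21 d was the lowest, with a difference of -0.0641 points. When the NK/NKT-like cells were taken from the clustering of immune-like cells, a choice made after seeing the values, 18 d was lowest. The paper finds no F3 preadipocytes at 7 d and a little-changed share later. The gene F3 came to 98.9 CPM at 7 d here, within the 93.3 to 112 CPM of the other ages, and the F3-like share at 7 d was low in the main clustering. The paper places its adipogenic cluster mostly at 21 d. Here the difference of 21 d from the highest other age, 7 d, was -3.91 points, while under all 5 alternatives set before the data were examined 21 d was highest, by 0.571 to 0.857 points. At the other resolution, with 0.571 points, the share at 18 d was 3.53% (95% CI 2.60 to 4.68), so counting error there was wider than the excess. The paper names macrophages, NKT cells and mast cells as the main immune cells that express Tgfb1. Here the mean over libraries was highest in macrophage-like cells, at 185 CPM, followed by B-like cells, at 179 CPM, mast-like cells, at 141 CPM, and NK/NKT-like cells, at 119.5 CPM. The paper gives Itgb1 as strongest in its Pa18. Here, among sub-clusters with at least 20 cells, it was highest in the mixed sub-cluster 11 within the 7 d library, at 504 CPM, and at 21 d in the F3-like sub-cluster 7, at 337 CPM. Sub-cluster 11 carried cycling markers, and Pa18 is a proliferating cluster enriched at 7 d. Whether they hold the same cells was not tested, so a difference in Itgb1 at 7 d is not shown. The paper describes the connection of preadipocytes with mural cells through the TGFβ superfamily as weak at 21 d. Without thinning the fewest pairs were at 18 d, 23, and at 21 d there were 26, while after thinning to 3000 UMIs, a depth chosen after seeing the values, 21 d had the fewest, 3. Schwann-like cells had the most pairs at 14 d without thinning, 26, as in the paper, and at 28 d after thinning to 3000 UMIs, 6 against 5 at 14 d.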

Other observations

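Of the tests in this part, those on F3 markers in the sub-clusters of 7 d and on mural cells among the preadipocyte-like cells were chosen after the result was seen, and the others before.

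The genes with the largest ratio of 21 d over the highest other age in preadipocyte-like cells were Bc1, at 8.55 times, Rnf225, at 4.98 times, Gm49322, at 4.16 times, Fam71a, at 4.04 times, and Il2, at 3.91 times, followed by Gng10, Gm9008, Gm3839, Gm6169 and Dqx1. Bc1 and Rnf225 were also among the 10 genes with the largest ratio in T-like cells. At 7 d they were Wfdc18, at 66.3 times (95% CI 18.2 to 551, with 2 UMIs at 14 d), Cxcl3, at 51.9 times, Krt18, at 47.2 times (95% CI 8.30 to 1881, with 1 UMI at 28 d), Sele, at 45.9 times, and Gm16685, at 37.1 times, followed by Krt8, Csf2, Tcf15, Epcam and Fosl1. Apart from Sele, at 51.5 CPM, these genes had low levels at 7 d, at most 8.53 CPM. Cxcl3, Krt18, Krt8, Csf2 and Epcam were higher in T-like cells of 7 d, with Epcam at 11.7 against 3.45 CPM. The others were lower there. The 10 genes of 21 d lay between 1.66 CPM of Dqx1 and 43.9 CPM of Bc1.

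Sub-clusters that come mostly from 1 library may reflect a shift shared by all cells of that library. If so, the genes that differ between 21 and 28 d would differ in the same way in preadipocyte-like and in T-like cells. Across 5698 genes the Pearson r of the log2 ratios was 0.0597 (Spearman rho 0.0769). Genes are not independent replicates, and no p is given. In simulated data, in which 200 genes were changed by 4 times, a shared shift gave an r of 0.915 and a rho of 0.0819, and unrelated shifts an r of 0.00281 and a rho of -0.00195. The measured r is far below that of the simulated shared shift and the measured rho is near it, so the 2 measures do not decide. A shift shared by all cells stays open, as does a difference confined to preadipocyte-like cells, by age or by handling.

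A lower number of lymph node cells in the 21 d library may raise the share of preadipocyte-like cells. If so, the share among cells that are not immune-like would be no higher at 21 d. It was 95.5% at 21 d, 11.1 percentage points above the highest other age, and 98.0%, 8.36 points above it, when cells in clusters without a name were also left out, so that a lower number of lymph node cells alone leaves this part unexplained. The endothelial- and mural-like shares of all cells were lowest at 21 d, and a difference in how these cells were released from the tissue, as well as an effect of age, stays open and was not tested.

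The T cell genes of preadipocyte-like sub-cluster 12 may come from doublets of a preadipocyte-like and a T-like cell. If so, its cells would have about the UMIs of both classes. Of its cells 94.1% scored as doublets and 52.6% had UMIs of Cd3d, Trac and Trbc2 together, but the sub-cluster was picked by its T cell genes, and cells with genes of both classes would give such values whatever the cause. The median depth was 17895 UMIs, against 14164 UMIs in the other preadipocyte-like cells and 4663.5 UMIs in T-like cells. This is near the depth that doublets predict. However, sub-cluster 0, which was not led by T cell genes, was also deep, at 19285 UMIs, so depth alone does not decide. Both doublets and T cell genes expressed by preadipocytes themselves stay open.

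The low share of F3-like cells at 7 d may reflect a lower depth of that library. After thinning, 8.22% of the preadipocyte-like cells of 7 d had an F3 UMI, as at other ages, which is the outcome named in advance for this explanation. However, their median depth was 11951 UMIs and thus above the lowest of the other ages, 11793 UMIs at 18 d, where F3-like cells were many, so that depth is argued against as the cause. Another possible explanation is that F3-expressing cells of 7 d lie in sub-clusters with other leading genes. The 6 F3 markers came to 2028 CPM in sub-cluster 1, the largest sub-cluster of 7 d without a name, against 6224 CPM in F3-like cells of all ages, 237 CPM in ICAM1-like and 89.7 CPM in DPP4-like cells of 7 d. The level lies between those that this explanation and its absence named, so it stays open whether these cells are F3 preadipocytes at a lower level or another state at this age.

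With genes centred within each library, a cycling sub-cluster of 77 cells, 65 of them from 7 d, was led by mural genes. If these were mural cells, they would have low Pdgfra and Cd34 and high Rgs5 and Notch3. Pdgfra came to 29.0 CPM, against 172 CPM in the other preadipocyte-like and 23.0 CPM in mural-like cells of 7 d, and Rgs5 to 1345 CPM, against 40.3 and 1550.3 CPM. Cd34 came to 15.0 CPM, against 489 CPM in the other preadipocyte-like cells, and Notch3 to 516 CPM, against 471 CPM in mural-like cells. These levels are consistent with cycling mural cells among the preadipocyte-like cells. Of the cells 26.0% scored as doublets, so doublets account for at most a part of them, and whether this sub-cluster is the paper's Pa18 was not tested.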
